# Differentiation of the High Night Temperature Response in Leaf Segments of Rice Cultivars with Contrasting Tolerance

**DOI:** 10.3390/ijms221910451

**Published:** 2021-09-28

**Authors:** Stephanie Schaarschmidt, Ulrike Glaubitz, Alexander Erban, Joachim Kopka, Ellen Zuther

**Keywords:** high night temperature, rice cultivars, leaf segments, sheath, metabolomics, RNA-Seq

## Abstract

High night temperatures (HNT) affect rice yield in the field and induce chlorosis symptoms in leaves in controlled chamber experiments. However, little is known about molecular changes in leaf segments under these conditions. Transcript and metabolite profiling were performed for leaf segments of six rice cultivars with different HNT sensitivity. The metabolite profile of the sheath revealed a lower metabolite abundance compared to segments of the leaf blade. Furthermore, pre-adaptation to stress under control conditions was detected in the sheath, whereas this segment was only slightly affected by HNT. No unique significant transcriptomic changes were observed in the leaf base, including the basal growth zone at HNT conditions. Instead, selected metabolites showed correlations with HNT sensitivity in the base. The middle part and the tip were most highly affected by HNT in sensitive cultivars on the transcriptomic level with higher expression of jasmonic acid signaling related genes, genes encoding enzymes involved in flavonoid metabolism and a gene encoding galactinol synthase. In addition, gene expression of expansins known to improve stress tolerance increased in tolerant and sensitive cultivars. The investigation of the different leaf segments indicated highly segment specific responses to HNT. Molecular key players for HNT sensitivity were identified.

## 1. Introduction

Rice (*Oryza sativa* L.) is a staple food for more than half of the world’s population and plays an important role in ensuring future food security, especially in Asia [1], Africa and the American continent [2]. Global climate change is a severe threat to global food production by the amplification of environmental stressors such as rising temperatures that negatively affect the yield of all major crops, including rice [3]. In recent decades, the global mean surface temperature has risen by an average of 0.85 °C and current models predict an increase of up to 3.7 °C by 2100 [3,4]. This temperature increase develops asymmetrically with a faster rise in the global night-time minimum compared to global day-time maximum temperature, leading to “high night temperature” (HNT) conditions [5,6,7]. Several studies showed that HNT negatively effects rice yield (e.g., [8,9,10]) and recent reviews extensively covered different phenological and physiological aspects of HNT stress in rice and wheat [11,12].

The wide natural variation of rice causes diverse responses to HNT stress for different cultivars in controlled [13,14,15,16,17] and field environments [10,18,19,20]. The classification of HNT sensitivity for individual cultivars in these studies was based on physiological parameters such as grain yield [10,19,20], head rice yield [13,14,18], spikelet fertility [16,17] or chlorosis [15]. Advantageously, chlorosis scoring allows a classification of HNT sensitivity already in the early vegetative stage and was used previously to cluster twelve rice cultivars into HNT-sensitive (high chlorosis damage), HNT-intermediate and HNT-tolerant (no chlorosis damage) groups [15]. Follow-up studies investigated metabolic and transcriptomic changes in these rice cultivars under HNT stress and differentiated molecular processes between members of the HNT sensitivity groups [21,22]. Despite the growing and recently reviewed knowledge of natural variation in HNT stress at the molecular level [23], little is known about the detailed HNT response of leaf segments and the development of leaf senescence under HNT stress, particularly in sensitive cultivars. Leaf senescence is a regulated process in plants which leads to the death of cells, tissues or the whole organ. A detailed understanding of this process is relevant to improve crop plant stress resilience and yield [24].

In this study, we selected six rice cultivars with different tolerances to HNT stress that were previously investigated on physiological as well as on metabolic and transcriptomic levels [15,21,22]. While sensitive cultivars showed clear stress symptoms, developing chlorosis and necrosis, almost no leaf phenotype different from the control was observed for the tolerant cultivars. For a better understanding of these molecular processes, leaf samples were collected and divided into leaf sheath and three segments of the leaf blade: base, middle and tip. Metabolite and transcript profiling were performed for each segment and possible molecular key players in HNT sensitivity were identified.

## 2. Results

Previously, different grades of chlorosis damage were reported for a selection of 12 rice cultivars at HNT stress conditions and used for an HNT sensitivity classification [15]. Chlorosis spots became visible around five cm from the tip and developed further into chlorosis and necrosis of the whole tip in sensitive cultivars. Metabolic profiles of whole leaves were clearly distinct between cultivars with different HNT sensitivity levels [15,22], but nothing is known about the detailed HNT response of different leaf segments. In this study, six rice cultivars from two subspecies and with contrasting sensitivity to HNT were selected for an independent investigation of the HNT response in different leaf segments. Leaf segment samples (sheath, base, middle, tip) were collected from each cultivar exposed to HNT or control conditions and used for metabolite profiling by gas chromatography mass spectrometry (GC-MS) as well as transcript profiling by RNA sequencing (RNA-Seq).

### 2.1. Sensitive, Intermediate and Tolerant Cultivars Showed Different Phenotypes under HNT

Six cultivars were classified as sensitive (IR62266-42-6-2, M202), intermediate (IR57311, CT9993-5-10-1M) and tolerant (IR72, Nipponbare) in previous studies [15,21,22]. For this study, chlorosis and necrosis levels as well as tiller number and leaf length were recorded in a new, independent experiment (Figure 1). The cultivars M202, IR62266-42-6-2 (both sensitive) and CT9993-5-10-1M (intermediate) had a significantly higher chlorosis level under HNT compared to IR57311 (intermediate), Nipponbare and IR72 (both tolerant) (Figure 1B), while for control conditions, less pronounced effects were observed (Figure 1A). The cultivar IR62266-42-6-2 (sensitive) showed the highest necrosis level under HNT, while the cultivars IR57311, CT9993-5-10-1M (both intermediate) and M202 (sensitive) were only intermediately damaged (Figure S1A). One intermediate (CT9993-5-10-1M) and one sensitive cultivar (M202) had a lower average change in leaf length compared to the two tolerant cultivars at HNT conditions (Figure S1B). Furthermore, in both intermediate and one sensitive cultivar (M202), a lower change in tiller number (Figure S1C) was detected under these conditions.

### 2.2. Metabolite Profile of the Sheath Differed from That of Leaf Blade Segments under Control Conditions

Little is known about the metabolite distribution in different rice leaf segments. Therefore, we compared log_2_-transformed metabolite levels of four leaf segments of six cultivars under control conditions by hierarchical clustering (Figure S2). All sheath, base, middle and tip leaf samples clustered together within the respective leaf segments, and only the IR57311 leaf middle sample clustered with the leaf base cluster. In general, the cultivars of the same subspecies *indica* or *japonica* grouped together within each leaf segment cluster.

Metabolites were sorted into six clusters (C1–C6) by hierarchical clustering. Cluster C1 and C2 showed similar tendencies with a high level of metabolites over all segments for all cultivars, with cluster C2 showing an overall lower level compared to C1. In cluster C2, especially the sugar raffinose, the unknown analyte A311002 as well as the sugar conjugate galactinol had a higher level in leaf sheaths compared to the remaining segment samples. The largest cluster C3 clearly differentiated metabolite levels in sheaths from the three other leaf segments with a remarkable lower abundance of all respective metabolites in leaf sheaths. This cluster included sugars (e.g., sucrose, maltose, arabinose, xylose), amino acids (e.g., glutamine, glutamic acid, aspartic acid, alanine, glycine), several organic acids (e.g., fumaric acid, shikimic acid, isocitric acid, glyceric acid) and unknown analytes. Cluster C4 contained only two metabolites, phenylalanine and gluconic acid, with low metabolite levels over all samples. Metabolites in cluster C5 depicted an increasing gradient from the lowest values in leaf sheaths to the highest values in leaf tip segments. This cluster included four unknown analytes, two polyols (erythritol, mannitol), one N-compound (putrescine) as well as the amino acid threonine and the sugar ribulose. The last cluster C6, including mainly amino acids, was characterized by very low metabolite abundance differences, except for galactaric acid, with higher levels in *indica* compared to *japonica* cultivars.

### 2.3. Leaf Segments Have Distinct Metabolite Profiles under HNT Stress

A global analysis of the metabolite data by PCA revealed a clear separation of the leaf segments (PC1) as well as the condition per segment (PC2), explaining either 51.45% or 11.98% of the variance (Figure 2). The leaf blade segments base, middle and tip clustered more closely together and separated from the sheath.

To investigate metabolic differences in more detail, the significance of changes under HNT compared to control conditions was determined for each metabolite and leaf segment. For the analyses, metabolites with missing values and unknown analytes were removed. Additionally, only metabolites with a significant change in at least two out of six cultivars were displayed, resulting in 62 metabolites in sheaths, 66 in the leaf base, 76 in the middle of the leaf and 81 in leaf tips. For a complete overview of all metabolic changes in all leaf segments and cultivars, see Figure S3.

In leaf sheaths (Figure 3A), most of the metabolites had a lower abundance under HNT compared to control conditions, except for some metabolites with common increased abundance in tolerant cultivars, mainly organic acids and sugar phosphates. Tolerant cultivars clustered together, while the sensitive and intermediate genotypes were grouped by their subspecies. When investigating tolerance differences between the cultivars, the metabolite classes amino acids (alanine, aspartic acid, isoleucine, pyroglutamic acid), phosphates (fructose-6-phosphate, glucose-6-phosphate, glycerol-3-phosphate, phosphoric acid) and sugars/sugar conjugates (4-hydroxyphenyl-beta-glucopyranoside, galactinol, salicylic acid-glucopyranoside, arabinose, fructose, glucose, maltose, xylose) had significantly lower levels in sensitive and intermediate cultivars compared to the tolerant ones when compared to their respective controls.

For samples of the leaf base, a different cultivar clustering compared to leaf sheaths was observed with no distinct grouping of tolerance classes or subspecies (Figure 3B). However, the polyols erythritol and ribitol, the polyhydroxy acid ascorbic acid, the sugar psicose and the amino acids N-acetyl-glutamic acid, glycine as well as the amino acid derivate pyroglutamic acid accumulated significantly higher in five or all cultivars under HNT compared to control conditions. Only the sugars arabinose and raffinose as well as the sugar conjugate galactinol were significantly less abundant compared to the control in five or all cultivars. The amino acid threonine was strongly reduced (M202) or higher accumulated (Nipponbare, IR62266-42-6-2, IR57311) compared to the control.

The log_2_ fold changes in the metabolites present in leaf middle segments, clustered within the two subspecies *indica* and *japonica* (Figure 4A). Sugars and sugar conjugates showed lower metabolite abundances under HNT compared to control conditions. Again, the amino acid threonine was significantly higher accumulated under stress conditions, but only in *japonica* cultivars. Additionally, the log_2_ fold change in salicylic acid, galactonic acid and melezitose was significantly reduced in the intermediate and sensitive cultivars while for the tolerant ones, no significant change was detected.

Changes in the metabolite profiles of leaf tip segments were mainly grouped by tolerance classes, with the two sensitive cultivars and the intermediate CT9993-5-10-1M clustering together as well as the two tolerant cultivars and the intermediate IR57311 (Figure 4B). The acids cis-aconitic acid, benzoic acid and 2-oxo-glutaric acid, as well as the phosphate phosphoric acid monomethyl ester, had significantly different log_2_ fold changes in the first cultivar group compared to the second group. Polyols (erythritol, galactitol, mannitol) and sugars (arabinose, fructose, fucose, glucose, 1-kestose, melezitose) showed a lower accumulation under HNT compared to control conditions for five or all six cultivars. This was also observed for the sugars psicose, raffinose and ribose, with the exception of a higher log_2_ fold change in the sensitive cultivar IR62266-42-6-2.

To identify metabolites significantly related to HNT sensitivity, a correlation analysis was performed between the corresponding metabolites of each segment and the HNT sensitivity expressed as chlorosis rank (Figure 5). For this analysis, metabolites with missing values were excluded, resulting in 102 up to 136 metabolites, depending on segment and condition (Table 1).

HNT sensitivity in this study is based on chlorosis estimates with high ranks representing higher sensitivity to HNT stress. Therefore, a positive correlation between the metabolite pool size and the chlorosis rank refers to a high metabolite level in sensitive cultivars and a low level in tolerant cultivars, while a negative correlation reflects the opposite relationship.

For control conditions, five positive (proline, two unknown analytes and psicose) and five negative (three unknown analytes, glyceric acid-3-phosphate and lyxonic acid-1,4-lactone) significant correlations were identified in three out of four segments. Five of these correlations were lost under HNT conditions (two unknowns, acid-3-phosphate, 2x psicose). For HNT conditions, 26 positive and 13 negative correlations were identified. Metabolites of the tip segment comprised the highest number of negative correlations with HNT sensitivity, including four unknown analytes, the polyol erythritol and the sugars beta-1,6-anhydro-glucose and maltose. Metabolites of the middle segment with negative correlations with HNT sensitivity included two amino acids (4-amino-butanoic acid, glutamine) and two unknown analytes, the N-compound adenosine-5-monophosphate and lyxonic acid-1,4-lactone, whereas the segments sheath and base did not show any negative correlations. Positive correlations of metabolite abundances with HNT sensitivity were observed for all segments including acids (six in total, such as quinic acid or malonic acid), one amino acid (proline), unknown analytes (eight), the N-compound putrescine, two phosphates (glycerophosphoglycerol), the polyhydroxy acid saccharic acid, as well as sugars (arabinose, fructose, ribose) or sugar conjugates (4-hydroxyphenyl-beta-glucopyranoside).

### 2.4. Gene Expression in the Middle Part of the Leaf and the Sheath of Sensitive Cultivars Is Most Highly Affected by HNT Conditions

In addition to metabolite profiles, gene expression patterns of the leaf segments were analyzed under HNT compared to control conditions. 

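RNA was taken from 4 segments of rice leaves, the sheath and the base, middle and tip of the blade, in 6 cultivars of 2 HNT tolerance groups. The sensitive group held M202 and CT9993-5-10-1M, both japonica, and IR62266-42-6-2, an indica cultivar. The tolerant group held IR57311 and IR72, both indica, and the japonica cultivar Nipponbare. Control plants grew at 26 °C by day and 22 °C by night, and HNT plants at 28 °C by day and night for 21 days. Each of the 48 libraries stood for 1 cultivar, condition and segment and was made from pooled plants, so that the 3 cultivars of a group are its replicates and error terms include the differences between cultivars. The authors trimmed the reads with Trimmomatic 0.36, aligned them to the Nipponbare genome IRGSP 1.0 with STAR 2.7.1a and deposited 1 table of integer read counts per gene. Libraries were made with a directional kit, but the counting strand is not named in the paper's text, so reads of overlapping genes on opposite strands cannot be told apart. Levels are given as CPM, counts scaled by edgeR to a common library size after TMM normalization, as mean ± SD over cultivars. Differential expression was tested with edgeR's quasi-likelihood test on each group and segment, 3 HNT against 3 control libraries, after genes with low counts had been removed. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. Because each HNT library has a control library of the same cultivar, each comparison was repeated with cultivar as a block, and that value is given wherever it changes a call or moves a count. Sets of genes were tested with camera at a preset correlation of 0.01 between genes, and again with the correlation estimated from the data.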

Tolerance classes were reduced for this analysis into a sensitive (M202, CT9993-5-10-1M, IR62266-42-6-2) and a tolerant (IR57311, IR72, Nipponbare) group, following the results of the chlorosis ranking in this study and the metabolite clustering in leaf tips, the most affected leaf segment by chlorosis. RNA sequencing (RNA-Seq) was performed for each cultivar, condition and segment in one replicate. Libraries contained between 22,747,286 and 49,046,226 single-end reads, and between 93.9% and 99.6% of these reads were aligned to the Nipponbare reference genome (Supplementary Table S1).

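Counted reads differed between leaf segments and, in the base, between conditions. In the base of the sensitive cultivars the 3 HNT libraries held at least 30682222 counts (median 36260966) and the 3 control libraries 19112384 to 25160483. In the base of the tolerant cultivars the ranges were 27445519 to 34849250 at HNT and 20532580 to 26254399 in the control, so that depth and condition do not overlap in this segment in either group. Middle segments held 19736727 to 21606390 counts in sensitive controls and 20719863 to 22006887 in sensitive HNT libraries. Tips of the sensitive cultivars ranged from 20790593 to 25347421 counts in the control and from 20377656 to 22633912 at HNT. Sheaths of the sensitive cultivars ranged from 25485197 to 28202841 and from 21876114 to 32366063 counts, respectively. Tolerant sheaths held 20786818 to 28492545 counts in the control and up to 33589408 at HNT (median 33157589), with the smallest HNT library below all 3 controls. For the tolerant middle the ranges were 19737515 to 23939615 and 20978191 to 30789865 counts, and for the tolerant tip 20357522 to 24709097 and 20629590 to 22376171. These totals are counts assigned to genes and so lie below the numbers of reads. When all counts were thinned to the smallest library, the number of called genes was 31 in the sensitive middle and 0 in each of the other comparisons of HNT with control within a group. Full counts gave 30 and 0 in the same test, so that these zeros show nothing on depth. With cultivar as a block, the base had 868 sensitive and 27 tolerant calls after thinning, and 988 and 23 before it.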

In contrast to the metabolite profiling, a global analysis of the count distribution over all samples revealed only a clear separation between sheath and the remaining leaf segments by PC2 (Figure 6). That may derive from the high variance between the replicate samples representing each a different rice cultivar in this analysis. However, a clear separation between cultivars of the *O. sativa* subspecies *indica* and *japonica* was observed by PC1, explaining 27.33% of the variance.

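Under control conditions the sheath held far more transcript of genes that build and loosen cell walls than the blade. OsEXPB3 (Os10g0555900), a beta-expansin, reached 194 ± 70.6 CPM in 6 sheaths and 2.37 ± 1.13 CPM in the blades of the same 6 cultivars (log2 fold change 7.12, standard error 0.24, adjusted p = 4.71e-15 from edgeR with cultivar as a block). All 8 expressed genes of the expansin list, the 3 genes of primary wall and the 3 of secondary wall cellulose synthesis and 15 of 16 genes of phenylalanine ammonia-lyase and lignin synthesis were higher in the sheath, with median log2 fold changes of 6.95, 3.70, 4.34 and 2.21. Of 8 flavonoid genes all were higher, as were 9 of 11 genes that mark the leaf growth zone and 10 of 16 TIFY genes of jasmonate signaling. Lower in the sheath were 6 of 11 clock genes, and OsHOL1 (Os03g0843800), a methyl chloride transferase, with 11.2 CPM in the sheath and 243 CPM in the blade (log2 fold change -4.48, standard error 0.35, adjusted p = 6.44e-10). In all, 4423 genes were higher and 1884 lower in the sheath than in the mean of base, middle and tip. With camera the sheath was higher at an adjusted p of 3.13e-05 for the expansins, 0.00721 and 0.00765 for primary and secondary wall genes, 2.08e-05 for lignin, 0.00106 for flavonoid and 0.000158 for growth zone genes, and lower at 0.000555 for the clock. None of these sets holds with an estimated correlation, where the lowest adjusted p is 0.186. On the 500 most variable genes PC2 carried 24.5% of the variance and placed the 12 sheath libraries at 23.0 to 39.6 and the 36 blade libraries at -22.2 to 5.79. The sheath of a cultivar lay 43.6 ± 4.36 above its blade (SD, n = 6 cultivars, exact two-sided sign-flip test, p = 0.0312, the smallest that 6 pairs allow). On log2 CPM in place of variance-stabilized counts this component carried 10.7%, and with all genes it became the first component. The paper proposes that the lack of any further separation may derive from the variance between replicates that are each a different cultivar.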

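The 24 japonica libraries of M202, CT9993-5-10-1M and Nipponbare lay at -33.7 to -21.4 on PC1. IR62266-42-6-2, IR57311 and IR72, the indica cultivars, occupied 23.8 to 30.3 with their 24 libraries, without overlap. Both subspecies occur in both tolerance groups, with 1 indica cultivar among the sensitive and 1 japonica cultivar among the tolerant ones. PC1 carried 44.8% of the variance, and 98.8% of the spread along it lay between the subspecies. An exact permutation test of the cultivar means gave p = 0.1, the smallest that 3 cultivars against 3 allow. The first component carried 31.9% when all genes were used, where it separated the segments, and 63.1% on log2 CPM.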

Investigating the differences per segment in detail, a clearer separation between control and HNT conditions in addition to the subspecies effect was observed for all segments, with sensitive cultivars showing a higher variance compared to tolerant ones (Figure 7). 

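Within a single segment the subspecies stayed the largest difference between libraries. Of the spread along PC1, 98.7% in the sheath, 98.5% in the base, 97.7% in the middle and 98.5% in the tip lay between indica and japonica cultivars. In these PCAs of 12 libraries PC1 carried 64.3% of the variance in the sheath, 64.2% in the base, 60.8% in the middle and 59.9% in the tip. The second component carried 11.9%, 13.2%, 12.7% and 16.7% in the same order. The PCAs per segment were added after the first results had been seen.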

A higher variance of count distribution was determined for middle and tip segments at HNT compared to control conditions and RNA-Seq data of HNT-tolerant cultivars scattered closer together compared to HNT-sensitive ones (Figure 7C,D). 

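In the tip the 3 sensitive cultivars had a summed variance over genes of 1221 in the control and 1276 at HNT, and the tolerant ones 1588 and 1476. For the middle the sums were 1109 and 936 in the sensitive group and 1545 and 1465 in the tolerant group. Sheaths gave 1374 and 1323 for the sensitive and 1771 and 1997 for the tolerant cultivars, and leaf bases 877 and 822 for the sensitive and 1192 and 1189 for the tolerant cultivars. Along PC2 of the tip alone, the SD between sensitive cultivars was 7.46 in the control and 12.5 at HNT, against 2.37 and 2.54 between tolerant ones. In the other segments, each on its own PC2, the SD at HNT was lower between sensitive than between tolerant cultivars. It was 2.16 against 7.88 in the middle, 4.87 against 9.9 in the sheath and 7.39 against 11.7 in the base. Each group mixes the subspecies, which is part of every one of these sums, and no test was made of a variance from 3 libraries.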

The HNT samples of the HNT-sensitive cultivars M202, CT9993-5-10-1M and IR62266-42-6-2 were in all leaf segments separated from all other samples by PC2, whereas HNT and control samples from HNT-tolerant cultivars clustered together with control samples from HNT-sensitive cultivars.

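HNT moved the middle segment of the sensitive cultivars by 16.7 ± 2.08 along PC2 of all 48 libraries, toward the side of the sheath, and that of the tolerant cultivars by 5.23 ± 1.33 (SD, n = 3 cultivars each). Tips moved by 12.1 ± 1.71 in the sensitive and 4.43 ± 0.749 in the tolerant group. In leaf bases the shifts were 12.6 ± 2.81 and 4.06 ± 4.64, and in sheaths 11.7 ± 5.75 and 5.82 ± 2.35. In each segment the shift was positive in all 6 cultivars (exact sign-flip test, p = 0.0312), while on log2 CPM that of the base was positive in 5 of 6 (p = 0.0625). The exact permutation test between the groups gave p = 0.1 in base, middle and tip, the smallest that 3 against 3 cultivars allow, and p = 0.3 in the sheath. On these axes the 3 sensitive HNT libraries lay above all other libraries of their segment in every segment, and on log2 CPM 2 of 3 did so in the sheath. In a PCA of the 12 libraries of 1 segment alone, 2 of 3 lay above all others in the sheath, none in the base, 3 in the middle and 2 in the tip. There, on an axis of its own, the group difference in the base shift was -1.45 (sensitive minus tolerant), where the common PCA gave 8.58.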

Differential genes expression (DGE) analysis was performed using the R-packages DESeq2 and edgeR. Due to the limited number of samples, both approaches were performed and the overlapping significant differently expressed genes (DEGs) between both analyses used for further analysis (Table 2). In general, more significant DEGs were obtained for the HNT-sensitive compared to the HNT-tolerant group. 

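In the middle segment the median difference in log2 fold change, sensitive minus tolerant, was 1.02 for the TIFY list, 1.06 for phenylalanine ammonia-lyase and lignin genes, 0.70 for flavonoid genes, 1.45 for pathogenesis-related genes and 1.26 for expansins. Their adjusted p from camera was 7.68e-07 for TIFY, lignin and expansin genes, 0.00333 for flavonoid and 5.91e-05 for pathogenesis-related genes, and with an estimated correlation none of these sets holds, the lowest adjusted p being 0.114. For TIFY genes the tolerant Nipponbare rose like the sensitive cultivars, with a mean log2 ratio of 0.919, while IR57311 and IR72 had -0.304 and -0.509. No single gene passed the test of the interaction of group and HNT in any segment with edgeR's quasi-likelihood test. Unadjusted p lay under 0.05 for 586 genes in the sheath, 340 in the base, 708 in the middle and 189 in the tip. With cultivar as a block the interaction called 1 gene in the middle, Os06g0699100 (difference of -3.26, adjusted p = 0.0255), and 0 elsewhere, and DESeq2 called 7 genes in the sheath, 24 in the middle and Os02g0719600 in the tip, where these 2 genes are named after their values had been seen. Most genes called in the sensitive group moved the same way in the tolerant group. With cultivar as a block, 1114 of the 1225 such genes that were also measured in the tolerant group did so in the middle, where 1514 had been called. In the base 750 of 870 did so, in the sheath 677 of 716 and in the tip 232 of 240. In the tolerant group the median log2 fold change of the measured genes, in the direction of the sensitive group, was 0.71 in the middle, 0.62 in the base, 0.89 in the sheath and 0.88 in the tip. The sensitive median, absolute and over all called genes, was 1.83, 1.51, 1.56 and 2.01. The 2 medians do not cover the same genes. The genes were also chosen in the sensitive group, which by itself makes its values larger.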

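In the middle segment of the sensitive cultivars OSINV3 (Os02g0106100), annotated as similar to a fructosyltransferase, reached 28.3 ± 9.74 CPM at HNT and 1.08 CPM in the control (n = 3 cultivars each), a log2 fold change of 4.71 (standard error 0.41, adjusted p = 0.0394 from edgeR's quasi-likelihood test). OsCCR (Os08g0441500), a cinnamoyl-CoA reductase of lignin formation, rose from 1.46 to 14.1 ± 4.44 CPM (adjusted p = 0.0453), and OsHyPRP04 (Os03g0103200), similar to a physical impedance induced protein, from 27.5 to 243 ± 49.2 CPM (adjusted p = 0.0394). OsJAC1 (Os12g0247700), similar to a jasmonate-induced protein, stood at 47.7 ± 29.0 CPM at HNT and 0.0514 CPM in the control. OMTN6 (Os08g0200600), a NAC transcription factor and negative regulator of drought tolerance, fell from 178 ± 55.2 to 20.0 ± 3.53 CPM (adjusted p = 0.0449). OsAAP10B (Os12g0194900), similar to an amino acid carrier, fell by 2.49 on the log2 scale (standard error 0.21, adjusted p = 0.0394). None of these 6 genes differed between the groups in the interaction, where OsAAP10B had the lowest adjusted p, 0.0681 with cultivar as a block. Of 20537 genes tested in the sensitive middle, 30 were called, 19 up and 11 down, with 1514 called with cultivar as a block, 1385 by DESeq2 and 803 by both DESeq2 and edgeR's exact test. Without IR62266-42-6-2, the only indica cultivar of the group, there were 54 calls, and without M202 or CT9993-5-10-1M there were 0. In the tolerant middle 0 of 19674 genes passed edgeR's quasi-likelihood test, 1147 had an unadjusted p under 0.05 and the lowest adjusted p was 0.163. With cultivar as a block 316 tolerant genes were called, 201 up and 115 down, DESeq2 called 226 and both DESeq2 and the exact test 63.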

For the sensitive group, between 2 (base) and 78 (middle) DEGs were determined (Supplementary Table S2), while for the tolerant group, the numbers of DEGs ranged between one (base) and ten (middle) (Supplementary Table S3). Most DEGs were detected in the middle part of the leaves, followed by sheaths and tips. 

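In tips of the sensitive cultivars OsAGPL3 (Os05g0580000), similar to an ADP-glucose pyrophosphorylase of starch synthesis, stood at 474 ± 171 CPM at HNT and 33.5 CPM in the control (log2 fold change 3.82, adjusted p = 0.364 from edgeR's quasi-likelihood test and 0.0354 with cultivar as a block). OsEIL4 (Os08g0508700), similar to EIL3, had a log2 fold change of -4.99 there (adjusted p = 0.364, and 0.0434 with the block). Chaperones leaned upward in these tips, with a median log2 fold change of 0.79 over 16 heat shock protein genes (camera, adjusted p = 0.000898, and 0.383 with an estimated correlation), of which 0 passed the test over all genes, 0 when adjusted over the list alone and 1 with the block. The mean log2 ratio of HNT to control of these chaperones was 1.51 in IR62266-42-6-2, and 0.336 and 0.106 in CT9993-5-10-1M and M202. In the tolerant cultivars it was 0.294 to 0.65. Light harvesting genes had a median log2 fold change of -0.51 over 16 genes and no call (camera, adjusted p = 0.00103, and 0.478 with an estimated correlation). Their mean log2 ratio of HNT to control was -2.34 in IR62266-42-6-2, and -0.28 and 0.03 in CT9993-5-10-1M and M202. Of 20990 genes tested in the sensitive tip, 0 were called by edgeR's quasi-likelihood test, with 1666 at an unadjusted p under 0.05 and a lowest adjusted p of 0.126. With cultivar as a block 275 genes were called, 198 up and 77 down, with 711 by DESeq2 and 154 by DESeq2 and edgeR's exact test together. The sensitive sheath gave 0 calls among 22838 genes, with 3407 at an unadjusted p under 0.05 and a lowest adjusted p of 0.0516, and 799 with the block, 1154 with DESeq2 and 495 with both tools. Without IR62266-42-6-2, the only indica cultivar of the group, the test called 814 genes in the sheath and 533 in the tip. For the tolerant group 0 genes were called in either segment, with 1737 in the sheath and 1287 in the tip at an unadjusted p under 0.05. With the block the tolerant sheath kept 0 calls and the tip had 291, DESeq2 called 260 and 196, and both tools together 60 and 62.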

Transcript expression in the base of the leaf was almost not affected by HNT stress conditions.

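In the leaf base of the sensitive cultivars the 7 expressed expansin genes had a median log2 fold change of 2.82 (camera, adjusted p = 1e-07). None of these expansins was called by edgeR's quasi-likelihood test over all genes, 4 were when adjusted over the list alone and 7 with cultivar as a block. Genes of phenylalanine ammonia-lyase and lignin synthesis had a median of 0.78 over 16 genes (camera, adjusted p = 2.51e-06), with 0 called over all genes, 3 adjusted over the list alone and 7 with the block. Flavonoid genes had a median of 1.57 over 7 genes (camera, adjusted p = 0.00094), with 0, 3 and 5 calls in the same order. None of these 3 sets holds with an estimated correlation, each with an adjusted p of 0.322. The expansin list was drawn up partly from the paper's tables, so that its counts are not independent evidence. Of 21055 genes tested in the sensitive base 0 were called, while 2157 had an unadjusted p under 0.05 and the lowest adjusted p was 0.125. With the block 988 genes were called, 666 up and 322 down, and DESeq2 called 616 and both DESeq2 and edgeR's exact test 181. In the tolerant base 0 of 20425 genes were called, 769 had an unadjusted p under 0.05 and the lowest adjusted p was 0.77. With the block 23 tolerant genes were called, 10 up and 13 down, with 69 by DESeq2 and 13 by both tools. HNT libraries of the base were deeper than control libraries in both groups.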

### 2.5. Identification of Segment Specific Differentially Expressed Genes Regulating HNT Response

For a better understanding of specific gene regulation per segment, uniquely expressed genes specific for each segment were identified for the HNT-sensitive (Figure 8A) and HNT-tolerant group (Figure 8B).

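PLA2-II (Os03g0261100), a phospholipase A2 family gene, and D53 (Os11g0104300), a repressor of strigolactone signaling, were among the genes called in all 4 segments of the sensitive cultivars when cultivar was a block. OMTN6 and OsEIL4 belonged to this set as well, as did OsAAP10B. In all, 28 genes were common to the 4 segments with the block, and 11 among genes called by both DESeq2 and edgeR's exact test. With edgeR's quasi-likelihood test without a block no gene was common to the 4 segments in either group, since the middle segment of the sensitive cultivars alone had calls. Tolerant cultivars had 0 common genes with the block and 1 with both tools.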

For both tolerance classes, no common overlap of DEGs between the four segments was determined. Within the sensitive group, most of the uniquely expressed genes were identified for the leaf middle segment with 56 DEGs followed by the sheath and the tip segment with 22 and seven unique DEGs (Figure 8A). 

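OsEXPB3, OsEXPA2, OsEXPA4 and OSINV3 were among the 30 genes that edgeR's quasi-likelihood test called in the sensitive cultivars, all of them in the middle segment alone. Sheath, base and tip had no call in this test. With cultivar as a block 786 of 2535 genes were called in the middle alone, 477 in the sheath alone, 406 in the base alone and 52 in the tip alone. Both DESeq2 and edgeR's exact test called 536 genes in the middle alone, 354 in the sheath alone, 56 in the base alone and 40 in the tip alone, of 1271 in all. Over base, middle and tip together the sensitive blade had 2058 called genes with the block and 917 with both tools.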

Within the tolerant group, the highest number of seven unique DEGs were also identified for the leaf middle segment (Figure 8B). However, only a small number of DEGs was identified for this group in sheath or tip segments with only six or one uniquely expressed DEGs.

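SHR5 (Os08g0203400), a protein kinase gene, had a log2 fold change of 6.09 in the middle segment of the tolerant cultivars (standard error 0.72, adjusted p = 0.228 from edgeR's quasi-likelihood test and 0.000762 with cultivar as a block). The difference between the groups in this gene was -4.45 on the log2 scale, sensitive minus tolerant (adjusted p = 0.132 with the block). NRAMP1 (Os07g0258400), an integral membrane protein that carries metals, stood at 16.7 ± 7.24 CPM at HNT and 161 ± 4.77 CPM in the control (n = 3 cultivars each, adjusted p = 0.166, and 0.00354 with the block). In the tolerant group 0 genes were called without the block. With it 179 genes were called in the middle alone, 157 in the tip alone, 3 in the base alone and 0 in the sheath, of 476 in all.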

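In tolerant tips DEFL8 (Os03g0130300), similar to a thionin, had a log2 fold change of 4.01 (adjusted p = 0.467 from edgeR's quasi-likelihood test and 0.0116 with cultivar as a block). In tolerant sheaths OsPR1b (Os01g0382000), similar to a pathogenesis-related protein, had a mean of 0.612 CPM at HNT and 22.6 ± 28.6 CPM in the control and passed neither fit (adjusted p = 0.548, and 0.123 with the block). Both DESeq2 and edgeR's exact test called 53 tolerant genes in the sheath alone, 35 in the middle alone, 34 in the tip alone and 4 in the base alone.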

Uniquely expressed genes per segment were extracted for both groups and interesting candidates selected which may be linked to the HNT stress response (Table 3). For the complete gene list, see Supplementary Table S4 for the HNT-sensitive group and Supplementary Table S5 for the HNT-tolerant group.

The overlap of DEGs between this study and a previous transcriptomic study of whole rice leaves under HNT [22] was determined. The previous study excluded leaf sheaths and was based on an analysis with a microarray platform. Similar to our study, more DEGs were obtained for sensitive compared to tolerant cultivars (Table 4).

For cultivars of the tolerant group, no overlapping DEGs between the two studies were identified by comparing low numbers of 10 against 29 DEGs. An overlap of 36 unique DEGs between whole leaves (former study) and the three leaf blade segments, base, middle and tip (this study), was identified for the HNT-sensitive group, comparing in total 85 against 550 DEGs (Supplementary Table S5).

In total, 13 DEGs were identified overlapping in at least two out of three sensitive cultivars included in the previous microarray analysis and in the sensitive group of the new RNA-Seq analysis, indicating an important role during HNT response in rice (Table 5). Those genes encoded, for example, a heat stress transcription factor *HSFB1*, a Bowman–Birk family proteinase inhibitor *RBBBI3-2*, a TIFY domain containing protein *OsTIFY11d* or an alpha- and beta-expansin (*OsEXP2*, *OsEXPB3*). 

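Of the 13 genes of Table 5, which include expansins, OSINV3 and regulators, 4 were called in the sensitive middle by edgeR's quasi-likelihood test and all 13 with cultivar as a block. The paper chose these 13 genes in part as DEGs of the same libraries, so that the counts are not independent evidence. The 4 genes were OSINV3, OsEXPA2, OsEXPB3 and Os04g0689500. Os04g0689500 rose from 1.48 to 10.5 ± 2.59 CPM in the sensitive cultivars (n = 3, log2 fold change 2.82, standard error 0.30, adjusted p = 0.0453). The group difference in this gene was 2.29 on the log2 scale (adjusted p = 0.132 with the block). OsLTP2.4 (Os05g0550300), similar to a lipid transfer protein, had a log2 fold change of 4.16 (standard error 0.75, adjusted p = 0.0931, and 0.0041 with the block). Os09g0272600 had one of 3.98 (standard error 0.63, adjusted p = 0.0846, and 0.000407 with the block).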

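HSFB1 (Os09g0456800), a heat stress transcription factor, stood at 13.6 ± 10.4 CPM at HNT and 1.30 ± 0.613 CPM in the control in the middle of the sensitive cultivars (n = 3 each). Its log2 fold change was 3.38 (standard error 0.67, adjusted p = 0.103 from edgeR's quasi-likelihood test and 0.0019 with cultivar as a block). RBBI3-2 (Os01g0124100), the proteinase inhibitor of the Bowman-Birk family, stood at 7.76 ± 8.61 and 0.458 CPM (adjusted p = 0.117, and 0.0096 with the block), and its log2 fold change ran from 2.66 to 4.51 as 1 cultivar at a time was left out. The 13 heat stress factor genes tested had a median log2 fold change of -0.07 and a mean of 0.30, and the set did not pass camera (adjusted p = 0.837, and 0.941 with an estimated correlation). Of these 13 factors 0 were called over all genes, 1 adjusted over the list alone and 1 with the block. Heat shock proteins had a median of 0.51 over 13 genes (camera, adjusted p = 0.0015, and 0.228 with an estimated correlation), with 0, 3 and 2 calls in the same order.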

For a complete list of all DEGs overlapping with at least one sensitive cultivar of the microarray analysis [22] and a significant expression either for edgeR and/or DESeq2, see Supplementary Table S6.

## 3. Discussion

### 3.1. Higher Raffinose Abundance in the Sheath Compared to Leaf Blade Segments Reveals a Pre-Adaptation to Abiotic Stress under Control Conditions

The metabolic and transcriptomic characterization of the leaf sheath and leaf blade segments under control conditions was the pre-requisite to investigate changes caused by HNT stress. The sheath at the leaf basis is important for protection of the inner leaf and for stabilization of the leaf blade [25]. In addition to contributing to the robustness of the leaf, it is a site of various metabolic and regulatory processes [26]. Only a few publications investigated metabolite composition of the sheath so far, mainly for research on sheath development [25,27], in the context of biotic stress responses to sheath blight (reviewed in [28]) or for characterization of bacterial communities in leaf sheaths versus leaf blades [29]. To the best of our knowledge, no study exists on the comparison of leaf sheath metabolite composition in different cultivars compared to other segments of the leaf blade or under HNT conditions. Under control conditions, the leaf sheath was clearly different from all other segments, indicated by the lowest number of annotated metabolites and a general lower abundance of main primary metabolites. A study investigating the developmental mechanisms of leaf sheaths, blades and the blade–sheath boundary region using microarray analysis reported huge transcriptome differences between them at the mature stage [25], which might be also reflected by metabolic differences.

In a transcriptomic and metabolic study of different organs during grain development in rice cultivar Zhongua11, samples of sheath and leaf at the booting stage clustered together and were separated from the other organs [27]. Nevertheless, a direct comparison of leaf sheath and leaf blade highlighted that metabolic processes such as photosynthesis, photorespiration and fatty acid biosynthesis were more pronounced in leaves as the main photosynthesis organ compared to sheaths [27]. A lower total metabolite concentration in the sheath of *Oryza sativa* L. cv. Koshihikari was also observed in a study on bacterial communities [29]. Contrarily, in this study, the authors found higher values for sugars such as glucose, fructose and sucrose, which were not confirmed by our study. Leaf sheaths were described to function as carbohydrate sinks before heading [30], also shown by maximum starch accumulation during panicle development in the sheath [31]. Underlining this finding, genes encoding enzymes of carbohydrate metabolism were enriched in mature sheath tissue [25]. Differences in carbohydrate detection in our study compared to other ones might be based on the different age of plants, as leaves in our study were still in the vegetative stage.

Interestingly, in sheaths of all investigated cultivars, a higher accumulation of raffinose and its precursor galactinol, both substances well known to be accumulated under various stress conditions [32], point to a pre-adaptation to stress conditions in this organ. 

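OsGolS1 (Os03g0316200), a galactinol synthase, makes the precursor of raffinose and reached 65.9 ± 34.0 CPM in the sheaths of 6 cultivars and 13.5 ± 6.99 CPM in 18 base, middle and tip segments under control conditions (SD). This is a ratio of means of 4.88, and OsGolS1 was higher in the sheath in all 6 cultivars (exact two-sided sign-flip test on log2 ratios, p = 0.0312, the smallest that 6 pairs allow). Its level in the sheath ran from 31.2 CPM in Nipponbare to 126 CPM in IR57311. OsGolS2 (Os07g0687900), the second galactinol synthase, had 5.66 ± 1.79 CPM in the sheath and 4.47 ± 2.43 CPM in the other segments, a ratio of 1.27. It was higher in the sheath in 4 of 6 cultivars, with cultivar ratios of 0.866 to 2.28 (exact p = 0.188), so that the difference is within the spread between cultivars. OsRf5 (Os01g0170000), a raffinose synthase, had 34.6 ± 6.34 and 15.7 ± 5.54 CPM, a ratio of 2.20, and was higher in all 6 sheaths (exact p = 0.0312). Leaving out 1 cultivar at a time gave ratios of 4.57 to 5.17 for OsGolS1, 1.13 to 1.42 for OsGolS2 and 2.08 to 2.31 for OsRf5, where 5 pairs allow no exact p below 0.0625. From raffinose, galactinol and these transcripts the paper proposes a pre-adaptation of the sheath to stress.

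**Figure D1:**
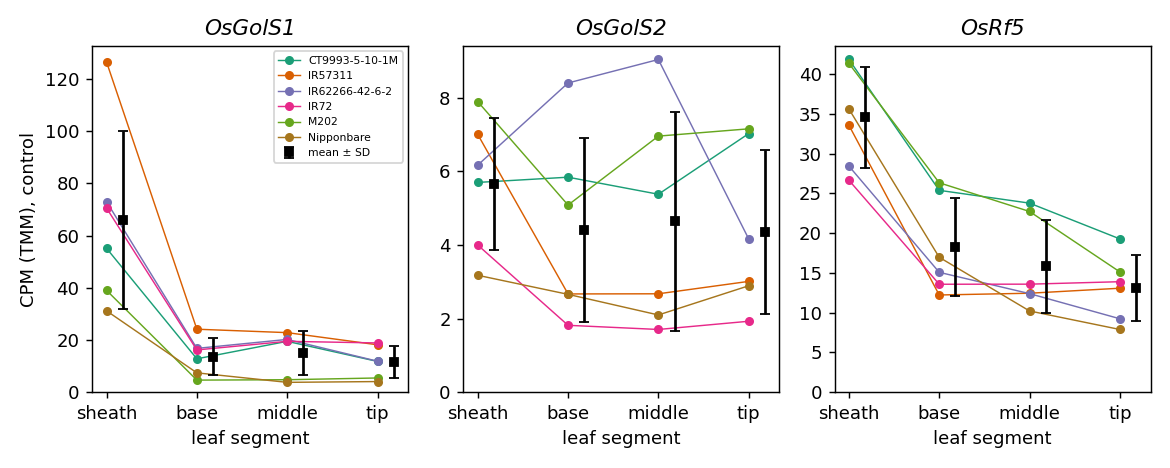
CPM of OsGolS1, OsGolS2 and OsRf5 under control conditions, by leaf segment. Each line joins the 4 segments of 1 of 6 cultivars, black squares are means and bars are SD; OsGolS1 and OsRf5 are highest in the sheath in all 6 cultivars, OsGolS2 is not.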

In accordance, also the gene expression of related genes as galactinol synthase 1 (*OsGolS1*, Os03g0316200), galactinol synthase 2 (*OsGolS2*, Os07g0687900) and raffinose synthase (*OsRf5*, Os01g0170000) averaged over the sheaths of all cultivars was 6.9-fold, 1.8-fold and 3.1-fold higher than averaged over all other segments and cultivars under control conditions. Growth of grass leaves occurs at the basal part called the growth zone [33], identifying the leaf base as most protection deserving structure. As the sheath protects the leaf base from temperature fluctuations and water limitations, an accumulation of osmoprotectants already under control conditions supports a fast response to upcoming stress events and secures the survival of the basal growth zone during severe stress as long as possible. Importance of the sheath in the response to environmental stresses was also suggested when an overrepresented gene expression in a protein kinase GO term, involved in signaling, was found in mature sheath tissue [25]. Even bacterial community structures of leaf sheath associated bacteria were more tolerant to environmental factors compared to communities of the leaf blade [29], suggesting again that the sheath is the site of highest stress exposure with the need for an immediate response. If higher raffinose abundances found in *indica* cultivars in our study are able to contribute to higher resistance levels against sheath blight reported for *indica* cultivars [28], this must be proven.

### 3.2. The Leaf Sheath Contributes to HNT Response on Transcriptomic Level

Under HNT conditions, a large group of metabolites present in the sheath were still less abundant than in segments of the leaf blade (not shown). For changes in metabolite levels under HNT in the sheath, very few correlations with HNT sensitivity were found. The correlation analysis only revealed putrescine, 4-hydroxyphenyl-beta-glucopyranoside and three unknown analytes as correlated with HNT sensitivity in sheaths. Higher polyamine levels (putrescine, spermidine and spermine) were previously reported for leaf blades of sensitive cultivars when investigating 12 cultivars with contrasting HNT sensitivity [21]. Simultaneously, expression of arginine decarboxylase 2 (*ADC2*) and ornithine decarboxylase (*ODC1*) encoding enzymes catalyzing the first committed step of putrescine biosynthesis were increased only in sensitive cultivars [21].

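In sheaths of the sensitive cultivars OsNIA1 (Os02g0770800), a nitrate reductase, stood at 1.93 ± 0.267 CPM at HNT and 23.7 ± 12.2 CPM in the control (n = 3 cultivars each, adjusted p = 0.0708 from edgeR's quasi-likelihood test and 0.0184 with cultivar as a block). Os11g0147150 had 45.1 ± 41.8 and 0.969 CPM (adjusted p = 0.0869, and 0.0205 with the block). Senescence genes leaned upward, with a median log2 fold change of 0.66 over 8 genes (camera, adjusted p = 0.0178, and 0.721 with an estimated correlation). Of these 8 senescence genes 0 were called over all genes, 3 adjusted over the list alone and 2 with the block. Nitrate uptake and assimilation genes had a median of -0.44 over 14 genes, and the set passed camera only with the block (adjusted p = 0.0722, and 0.0403 with it) and not with an estimated correlation (0.695, and 0.788 with the block). Of these nitrate genes 0 were called over all genes, 2 fell when adjusted over the list alone and 2 with the block. In sheaths of the tolerant cultivars the nitrate set was lower in camera without the block (adjusted p = 0.0412) and not with it (0.0721), nor with an estimated correlation (0.445), and its median log2 fold change was -0.18. Over all 6 cultivars 382 sheath genes were called, 181 up and 201 down, among them lipoxygenase Os12g0559200, an enzyme that oxidizes fatty acids, which rose from 172 ± 122 to 1180 ± 697 CPM (n = 6, adjusted p = 0.0191). With the block 910 sheath genes were called over the 6 cultivars.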

More striking were the significant transcriptomic changes in the sheaths of the investigated cultivars in response to HNT. Six differentially expressed transcripts were found in sheaths of the three tolerant cultivars, with a 5.3-fold increased expression of asparagine synthetase being the most mentionable. 

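ASN1 (Os03g0291500), the asparagine synthetase gene, stood at 189 ± 207 CPM in HNT sheaths of the tolerant cultivars and 4.85 ± 1.35 CPM in control sheaths (n = 3 cultivars each). The log2 fold change of ASN1 was 5.28 (standard error 0.94), and the gene was higher at HNT in 3 of 3 cultivars. It passed neither edgeR's quasi-likelihood test (adjusted p = 0.519) nor the fit with cultivar as a block (0.16), and passed in DESeq2 (2.71e-09). With 1 cultivar left out its log2 fold change ran from 3.83 to 5.96. The group difference, sensitive minus tolerant, was -0.96 on the log2 scale and did not pass (adjusted p = 0.918 with the block). The SD of ASN1 at HNT exceeds its mean, so that the rise differs widely between cultivars.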

Higher expression of this gene in the tolerant group contradicts previous findings on high asparagine levels as metabolite marker for HNT sensitivity [21,22], except that all previous studies investigated whole leaf blades. On the other hand, asparagine was found to be increased in panicles of rice cultivars in HNT field experiments in the dry season and was related to a successful detoxification of cyanide via 3-cyano-alanine [34]. An overview about the metabolic and transcriptomic differences in all leaf segments is given in Figure 9.

### 3.3. The Leaf Base Was Marginally Affected by HNT, Especially on Transcriptomic Level

The general pattern of metabolite changes in the leaf base did not show any clustering according to the HNT tolerance class or subspecies of the cultivar and seemed to be rather genotype-specific. Nevertheless, the abundance of nine metabolites present in the leaf base was positively correlated with HNT sensitivity, with higher abundances in more HNT-sensitive cultivars (Figure 9). In our previous study, five of these metabolites were also found to be positively correlated with HNT sensitivity when whole leaf blades of the same cultivars were considered, including salicylic acid, saccharic acid, arabinose and two unknown analytes, A228001 and A295006 [22]. These metabolic changes were not reflected by transcriptomic changes as only one or two significant differentially expressed genes were found in the leaf base of the tolerant or sensitive cultivar group. This finding points to a transport of these metabolites to the base under HNT conditions rather than a *de novo* synthesis driven by increased gene expression.

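In the leaf base of the sensitive cultivars OsDR8 (Os07g0529600), similar to a pathogen-induced defense protein, stood at 46.4 ± 43.0 CPM at HNT and 697 ± 560 CPM in the control (n = 3 cultivars each), a log2 fold change of -3.91 (standard error 0.92). Its adjusted p was 0.267 from edgeR's quasi-likelihood test and 1.43e-05 with cultivar as a block. OSINV3 had 9.86 and 1.26 CPM in the base (log2 fold change 2.97, adjusted p = 0.23, and 0.000723 with the block). OsNIA1 had 3.94 CPM at HNT and 43.3 CPM in the control of the base (log2 fold change -3.45, adjusted p = 0.23, and 0.00112 with the block). OsEXPA2 and OsEXPB3 had log2 fold changes of 2.82 and 3.03 there and passed with the block alone (adjusted p = 0.00189 and 0.0041). In the base of the tolerant cultivars OsDR8 had 185 ± 111 and 1197 ± 609 CPM (adjusted p = 0.0196 with the block). From the small number of differentially expressed genes in the base, the paper proposes that metabolites are transported to the base under HNT rather than made there.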

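The water stress gene wsi76 (Os07g0687900), which is also galactinol synthase OsGolS2, stood at 14.8 ± 4.28 CPM in HNT leaf bases of the tolerant cultivars and 2.18 ± 0.45 CPM in control leaf bases (n = 3 cultivars each). Its log2 fold change was 2.76 (standard error 0.31), with a range of 2.51 to 3.06 when 1 cultivar at a time was left out. It did not pass edgeR's quasi-likelihood test (adjusted p = 0.812), and it passed with cultivar as a block (0.044) and in DESeq2 (4.7e-11). The group difference of wsi76 in the base was -1.19 on the log2 scale, sensitive minus tolerant (adjusted p = 0.42 with the block). The 4 galactinol and raffinose synthesis genes had a median log2 fold change of 0.70 in this segment (camera, adjusted p = 2.45e-05, and 0.199 with an estimated correlation), with 0 called over all genes, 1 adjusted over the list alone and 1 with the block.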

One differentially higher expressed gene was found in the leaf base of tolerant cultivars, the WSI76 protein induced by water stress (Os07g0687900), also annotated as galactinol synthase (e.g., rice annotation project database—RAP-DB) (Supplementary Table S3), suggesting a possible water stress response linked to HNT. In addition, this transcript was significantly induced in tolerant cultivars in the middle part (Supplementary Table S3, middle). This enzyme catalyzes the synthesis of galactinol from inositol and UDP galactose, which then is the substrate for raffinose biosynthesis. 

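In the middle of the tolerant cultivars wsi76 had 11.7 ± 1.02 CPM at HNT and 2.01 ± 0.45 CPM in the control (n = 3 cultivars each). The log2 fold change of 2.55 (standard error 0.23) gave an adjusted p of 0.163 from edgeR's quasi-likelihood test, 0.00295 with cultivar as a block and 1.11e-24 from DESeq2. The group difference in the middle was -1.45 on the log2 scale, sensitive minus tolerant (adjusted p = 0.198 with the block). Galactinol and raffinose synthesis genes had a median log2 fold change of 0.62 over 4 genes there (camera, adjusted p = 0.000146, and 0.201 with an estimated correlation), with 0 called over all genes, 1 adjusted over the list alone and 1 with the block. In the sensitive middle the median over these 4 genes was 0.28 and the set did not pass (camera, adjusted p = 0.144).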

Galactinol synthases have been described previously in response to abiotic stress in rice [35,36] and the overexpression of *AtGolS2* in rice contributed to increased drought tolerance and yield [37]. An impact of HNT on daytime water use was recently suggested during the seedling stage for wheat due to higher transpiration rates during the day [38]. HNT-tolerant cultivars might overcome an imminent vapor pressure deficit, which is supposed to reduce water and carbon availability during HNT [38] in the base by inducing this galactinol synthase.

No overlap of significant differentially expressed transcripts in the leaf base was found with our previous transcriptomic study of the whole leaf blade under HNT conditions in the same cultivars [22], suggesting that the HNT responsive transcriptomic changes reported in that study could be only detected when considering expression changes in the whole leaf.

### 3.4. The Middle Part and the Tip of the Leaf Are Most Highly Affected by HNT on Metabolic and Transcriptomic Level

The middle part and the tip of the leaf are the segments, which were most highly affected by chlorosis and necrosis and displayed the highest number of significantly changed metabolites under HNT conditions. For both segments, the highest number of correlations of metabolite abundance with HNT sensitivity was found under stress conditions (14 for the middle and 11 for the tip). Only a significantly positive correlation between fructose abundances and HNT sensitivity was confirmed from our previous study of whole leaf blades with the same cultivars [22]. Furthermore, only two positive correlation of proline and glycerophosphoglycerol with HNT sensitivity were confirmed in a study with 12 rice cultivars [21], suggesting a segment-specific metabolic HNT response not only for the sheath and base but also for the middle part and the tip (Figure 9).

In the middle part, an especially high number of significantly expressed transcripts was detected, with 13 of them overlapping with transcriptomic changes in leaf blades of sensitive cultivars under HNT in the previous study [22]. This specific HNT response for sensitive cultivars in the middle part and partly in the tip included genes encoding proteins involved in regulation, e.g., a protein similar to heat stress transcription factor Spl7 (Os09g0456800), a zinc finger protein WIP6 (Os05g0444200) or a proteinase inhibitor 112 of the Bowman–Birk family (Os01g0124100). 

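WIP6 (Os05g0444200), a zinc finger gene, stood at 20.4 ± 10.1 CPM at HNT and 1.88 CPM in the control in the middle of the sensitive cultivars (n = 3 each). Its log2 fold change of 3.44 (standard error 0.54) had an adjusted p of 0.0846 from edgeR's quasi-likelihood test and 0.000809 with cultivar as a block, and its group difference was 1.78 (adjusted p = 0.132 with the block). In sensitive tips WIP6 had 28.3 ± 15.2 and 5.18 CPM and passed neither fit (adjusted p = 0.626, and 0.0534 with the block). HSFB1 had 22.9 ± 21.0 CPM at HNT and 9.07 ± 7.68 CPM in the control in the tip (adjusted p = 0.743, and 0.0428 with the block). RBBI3-2 had a log2 fold change of 2.39 in the tip (adjusted p = 0.738, and 0.0379 with the block). For HSFB1 in the middle the group difference was 2.03 on the log2 scale (adjusted p = 0.132 with the block).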

Bowman–Birk inhibitors (BBIs) are serine-type protease inhibitors important for plant biotic defense mechanisms against phytophagous insects and fungal and bacterial pathogens [39]. They are also described to play a role in abiotic stress responses to drought, heat, salt, oxidative stress and Fe-deficiency (for reviews, see [39,40,41].

Another regulatory protein encoded by a gene expressed in the middle leaf of sensitive cultivars was a Tify domain containing protein (synonyms OsTIFY11d, OsJAz1, OsJAZ12) (Os10g0392400), which was described in rice as a transcriptional regulator within the jasmonate-signaling related BHLH148-TIFY11D-COI1A complex conferring drought tolerance in rice [42]. 

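OsTIFY11d (Os10g0392400), a repressor of jasmonate signaling, stood at 19.7 ± 12.5 CPM at HNT and 1.09 CPM in the control in the middle of the sensitive cultivars (n = 3 each). Its log2 fold change of 4.17 (standard error 0.79) had an adjusted p of 0.0988 from edgeR's quasi-likelihood test and 0.00402 with cultivar as a block. Over 15 TIFY genes the median log2 fold change was 1.41 in the sensitive middle (camera, adjusted p = 4.13e-05, and 0.243 with an estimated correlation), with 0 called over all genes, 8 adjusted over the list alone and 7 with the block. In the tolerant middle the median over 15 TIFY genes was 0.09, and the set did not pass camera (adjusted p = 0.79). The tolerant cultivars differed in these genes, with a mean log2 ratio of 0.919 in Nipponbare and -0.304 and -0.509 in IR57311 and IR72. The group difference of OsTIFY11d was 3.84 on the log2 scale (adjusted p = 0.244 with the block). Jasmonate synthesis genes had a median of 0.28 over 13 genes in the sensitive middle (camera, adjusted p = 0.153), with 0 called over all genes, 0 adjusted over the list alone and 2 with the block. Pathogenesis-related genes had a median of 3.02 over 14 genes there (camera, adjusted p = 1.77e-08, and 0.228 with an estimated correlation), with 0, 9 and 10 calls in the same order. The paper states that the higher expression of OsTIFY11d underlines a role of jasmonate signaling under HNT that an earlier study had proposed.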

The finding of higher expression of this gene underlines the importance of jasmonate signaling in HNT response suggested previously [22].

Furthermore, a gene encoding an enzyme similar to a flavanone-3-hydroxylase-like protein was significantly enhanced under HNT in sensitive cultivars in both studies. This enzyme is a key enzyme in flavonoid biosynthesis conferring 3′-hydroxylation of flavonoids [43], suggesting an up-regulation of the biosynthesis of secondary metabolites in sensitive cultivars. 

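The flavanone 3-hydroxylase-like gene Os04g0581000 stood at 7.27 ± 0.83 CPM at HNT and 0.612 CPM in the control in the middle of the sensitive cultivars (n = 3 each). Its log2 fold change of 3.56 (standard error 0.49) had an adjusted p of 0.0742 from edgeR's quasi-likelihood test and 0.0041 with cultivar as a block, and its group difference of 0.66 did not pass (adjusted p = 0.857 with the block). In sensitive tips the gene had 6.53 ± 0.913 and 0.96 CPM (adjusted p = 0.272, and 0.0354 with the block). Flavonoid genes had a median log2 fold change of 1.70 over 7 genes in the sensitive middle (camera, adjusted p = 0.000203), with 0 called over all genes, 3 adjusted over the list alone and 4 with the block. In the tolerant middle their median was 0.85, with 0 calls in all 3 counts, and the set passed camera (adjusted p = 0.00795) but not with the block (0.0716). Phenylalanine ammonia-lyase and lignin genes, which may share reads between close copies, had a median of 2.11 over 16 genes in the sensitive middle (camera, adjusted p = 1.01e-08), with 1 called over all genes, 11 adjusted over the list alone and 9 with the block. In the tolerant middle their median was 0.98 over 16 genes (camera, adjusted p = 2.18e-06), with 0, 0 and 1 calls in the same order. With an estimated correlation none of these sets holds, the adjusted p being 0.22 for both in the sensitive middle and 0.197 and 0.165 in the tolerant middle. From the flavanone 3-hydroxylase-like gene the paper proposes an up-regulation of secondary metabolism in sensitive cultivars.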

An up-regulation of phenylalanine ammonia-lyase (PAL) catalyzing the first step in the phenylpropanoid biosynthesis was previously found for sensitive as well as tolerant cultivars in response to HNT [22].

Remarkable was the high number of differentially expressed transcripts encoding expansins or expansin precursor proteins under HNT conditions in the middle part and partly the tip of sensitive cultivars. Four of these genes were under the nine most highly expressed genes in the middle part with a log_2_ fold change above five: Alpha-expansin (*OsEXPA4*, Os05g0477600), Beta-expansin precursor (*OsExpB6*, Os10g0555600), Beta-expansin (*OsExpB11*, Os02g0658800) and Similar to Beta-expansin (*OsEXPB4*, Os10g0556100). In addition, alpha-expansin (*OsEXPA2*, Os01g0823100) and Similar to Beta-expansin (*OsExpB3*, Os10g0555900) were significantly highly differentially expressed in both the middle and tips of sensitive cultivars. Furthermore, four of these genes were also expressed uniquely in the middle leaf of tolerant cultivars: Alpha-expansin (*OsEXPA4*), Beta-expansin precursor (*OsExpB6*), Alpha-expansin (*OsEXPA2*) and Similar to Beta-expansin (*OsExpB3*), all from either the α-expansin (EXPA) or β-expansin (EXPB) subfamily.

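The 8 expansin genes tested in the middle of the sensitive cultivars, which loosen cell walls during growth, had a median log2 fold change of 5.40. Of these 8 expansins 3 rose over all genes with edgeR's quasi-likelihood test, 8 when adjusted over the list alone and 8 with cultivar as a block. The set moved upward (camera, adjusted p = 5.86e-16) and holds with an estimated correlation (0.0396), but not with the block and an estimated correlation together (0.354). The blocked fit leaves few residual degrees of freedom, so that its failure to pass says little. In sensitive tips 5 expansins were tested, with a median of 4.25 (camera, adjusted p = 1.6e-07, and 0.219 with an estimated correlation), and 0 were called over all genes, 4 adjusted over the list alone and 3 with the block. Expansins near the floor in the control pass the low-count filter only if they are high at HNT. The values of middle and tip therefore lean upward. In the sensitive middle OsExpB11 and OsEXPB4 are such genes, so that the result with an estimated correlation leans upward too. Over all 6 cultivars 5 expansins passed the filter in the middle. The list was drawn up from general knowledge and from the paper's tables, where these genes were chosen on the same samples, so that its counts are not independent evidence. Other wall genes leaned the same way in the sensitive middle, with medians of 1.54 over 3 genes of primary and 1.60 over 3 of secondary wall cellulose synthesis (camera, adjusted p = 0.0012 and 0.00442, and 0.228 and 0.264 with an estimated correlation). Of these wall genes 0 and 0 were called over all genes, 3 and 2 adjusted over the list alone and 3 and 2 with the block. Expansins are a large family of close copies, and reads may be shared between them.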

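OsEXPA4 (Os05g0477600), an alpha-expansin, rose from 0.473 to 17.3 ± 1.96 CPM in the middle of the sensitive cultivars (n = 3 each), a log2 fold change of 5.18 (standard error 0.34, adjusted p = 0.0224 from edgeR's quasi-likelihood test). The beta-expansin precursor gene OsExpB6 (Os10g0555600) had 16.1 ± 9.04 and 0.323 CPM, a log2 fold change of 5.62 (standard error 0.75, adjusted p = 0.0734, and 0.000701 with cultivar as a block). OsExpB11 (Os02g0658800) had 3.02 ± 1.53 CPM at HNT and 0.0354 CPM in the control (adjusted p = 0.0651, and 0.00297 with the block), and OsEXPB4 (Os10g0556100) had 7.62 ± 1.50 and 0.0687 CPM (0.0571, and 0.00158 with the block). The controls of both genes rest on very few counts, so that no fold is given. Group differences were 1.21 for OsEXPA4 and 0.25 for OsExpB6 on the log2 scale, and neither passed (adjusted p = 0.764 and 0.985 with the block). The tolerant control of OsExpB6 also rests on very few counts, so that its difference is imprecise.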

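OsEXPB3 (Os10g0555900), a beta-expansin, rose from 1.38 ± 0.338 to 86.7 ± 14.0 CPM in the middle of the sensitive cultivars (n = 3 each). Its log2 fold change of 5.97 (standard error 0.27, adjusted p = 0.00622 from edgeR's quasi-likelihood test) ran from 5.87 to 6.13 as 1 cultivar at a time was left out. OsEXPA2 (Os01g0823100), an alpha-expansin, rose from 0.592 to 17.3 ± 4.06 CPM (log2 fold change 4.86, standard error 0.38, adjusted p = 0.0394). In sensitive tips OsEXPB3 stood at 0.831 CPM in the control and had a log2 fold change of 4.38 at HNT (standard error 0.72, adjusted p = 0.364, and 0.0354 with cultivar as a block). OsEXPA2 had 5.20 ± 2.05 and 0.267 CPM in the tip, a log2 fold change of 4.25 (adjusted p = 0.376, and 0.0384 with the block). Differences between the groups in the tip were 1.99 for OsEXPB3 and 1.93 for OsEXPA2 and did not pass with the block (adjusted p = 0.857 and 0.915).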

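In the middle of the tolerant cultivars OsEXPB3 had 13.7 ± 6.93 CPM at HNT and 0.351 CPM in the control (n = 3 each), a log2 fold change of 5.23 (standard error 1.12, adjusted p = 0.603 from edgeR's quasi-likelihood test and 0.019 with cultivar as a block). OsEXPA2 had 5.58 ± 1.97 and 0.221 CPM (adjusted p = 0.59, and 0.0207 with the block), and OsEXPA4 had 3.00 ± 1.81 and 0.161 CPM (adjusted p = 0.623, and 0.0406 with the block). OsExpB6 had 2.31 ± 1.53 CPM at HNT and 0.0508 CPM in the control (adjusted p = 0.585, and 0.00627 with the block). The 5 expansins tested in the tolerant middle had a median log2 fold change of 4.97 (camera, adjusted p = 3.95e-11, and 0.136 with an estimated correlation), with 0 called over all genes, 5 adjusted over the list alone and 5 with the block. With controls near the floor, the low-count filter keeps an expansin only if it is high at HNT. The median and the counts of this list therefore lean upward. For OsEXPB3 and OsEXPA2 the sensitive and tolerant responses in the middle differed by 0.91 and 0.36 on the log2 scale and did not pass (adjusted p = 0.81 and 0.936 with the block).

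**Figure D2:**
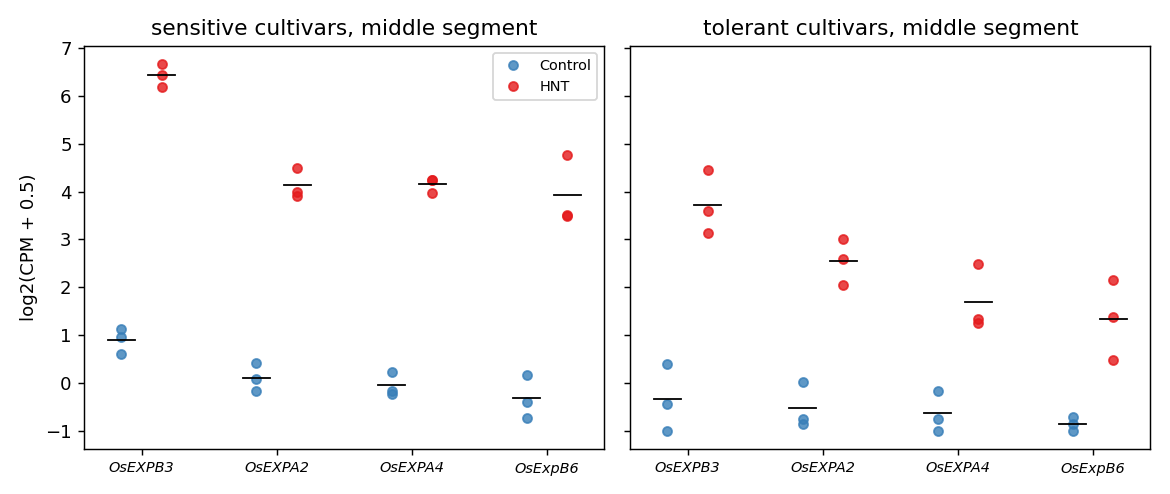
Log2 of CPM plus 0.5 of OsEXPB3, OsEXPA2, OsEXPA4 and OsExpB6 in the middle leaf segment, in panels of sensitive and tolerant cultivars. Points are single libraries, blue for control and red for HNT, and lines are means of 3 cultivars; every HNT point lies above every control point of its gene and group.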

Expansins have cell wall loosening functions, contribute to cell expansion and are involved in numerous physiological and developmental processes. They are further described to be involved in multiple abiotic stress responses and in improved nutrient uptake (for reviews, see [44,45]). Stress responses closely related to HNT stress are water and heat stress conditions. In *Crateostigma plantagineum*, expansins were strongly affected by water deficiency [46] and the overexpression of a wheat expansin successfully improved drought tolerance in tobacco [47]. Expansins were in addition upregulated in response to heat stress in grasses [48] and tobacco plants were more heat tolerant when an expansin gene from grasses was overexpressed [49]. Overexpression of selected expansins in cereals improved abiotic stress tolerance to salt stress in rice [50] and to drought in wheat [51]. However, their exact function is still not clear. Overexpression of expansins influenced the oxidative stress response, specifically the cell wall-bound peroxidase activity [52], and changed the cell structure, resulting in shorter stems and curly leaves and leaf blades being more compact with a lower number of stomata [53]. Tissue-specific expression was reported for different expansins in wheat [54], which might explain the almost exclusive finding as differentially expressed transcripts in the middle part and the tip. The distinct function of expansins in HNT stress response remains to be elucidated.

## 4. Material and Methods

### 4.1. Plant Material, Cultivation and Experimental Design of HNT Stress Treatment

For the analysis, six rice cultivars from the subspecies *indica* and *japonica* were selected with different tolerances to high night temperature (HNT) stress [15] grouped into sensitive (IR62266-42-62, M202), intermediate (IR57311, CT9993-5-10-1M) and tolerant (IR72, Nipponbare) classes. Experiments were performed in a controlled climate chamber with a 12 h light regime with 70% relative humidity and a temperature setting of 26 °C in the light and 22 °C at night for control conditions, or 28 °C constant in the light and at night (HNT). Seed germination, planting and stress treatment were performed as previously described [15].

For phenotyping, fifteen plants per cultivar were characterized in the vegetative stage, before the start of the HNT-treatment (25 days after sowing (DAS) and 21 days after treatment (46 DAS)) under HNT or control conditions by measuring leaf length and tiller number and performing a visual scoring of chlorosis and necrosis of all leaves, as previously described [15]. Scoring was based on a pre-defined scale and resulting scores were ranked by Excel’s in-built function RANK.EQ. Averages of the ranks were calculated to represent different levels of damage. For the identification of significant differences, a Kruskal–Wallis test was performed using the Kruskal function including a multiple error correction (“BH”) from the R-package agricolae v1.3.3 (https://cran.r-project.org/web/packages/agricolae/index.html, accessed on 1 June 2021).

For omics measurements, samples of leaves of the same age were taken 46 DAS around 4 to 6 h under light at control and HNT conditions and immediately frozen in liquid nitrogen. Each leaf was divided into four parts, leaf sheath, base and the potentially damaged middle part and tip (Figure 10).

### 4.2. Metabolite Profiling and Data Analysis

Metabolite profiling was performed by gas chromatography coupled to electron impact ionization time of flight mass spectrometry (GC/EI-TOF-MS), as described previously [55]. For analysis, fractions enriched in polar primary metabolites were extracted from 120 mg of grounded leaf material for each sample, as described before [56]. Five replicates were measured per cultivar, condition and leaf segment 21 days after treatment initiation (46 DAS) from the same plants used for phenotypic analyses. Initial raw intensities were normalized by internal standard and approximate dry weight per sample. Approximate dry weight was obtained by using the ratio of fresh weight to dry weight for three random replicates per cultivar, condition and segment. The dry weight itself was determined by freeze-drying the grinded leaf material in Eppendorf tubes and the weight was recorded before and after drying.

In total, 230 primary metabolites were annotated (Supplementary Table S7). Metabolite raw data are available at MetaboLights [57] (https://www.ebi.ac.uk/metabolights/, accessed on 2 July 2021) under the accession number MTBLS2991. For the individual segments, 206 (sheath), 212 (base), 224 (middle) and 228 (tip) metabolites were annotated. Metabolites with more than 25% missing values over all samples and known contaminations, annotated as reagents and internal standards, were removed, resulting in 137 metabolites for further analysis. Missing values for the remaining metabolites were imputed by half the minimum value per metabolite over all samples. For the filtered and imputed data, each metabolite was divided by the median of the respective metabolite over all samples and data were log_2_ transformed afterwards. Finally, averages of transformed data were calculated per condition, segment and cultivar, and log_2_ fold changes were obtained and *p* values determined by Fisher’s exact test. The significance threshold was set to a false discovery rate of <0.05. Correlation analysis was performed with log_2_ median transformed data and the chlorosis mean rank utilizing the R function cor.test with the Spearman method and a significance threshold of <0.05.

### 4.3. Transcriptome Profiling

For transcriptome profiling, homogenized leaf material of five replicates per cultivar, condition and segment was pooled to 100 mg, resulting in 48 samples (one sample per cultivar, condition and segment). Samples were the same as for metabolite profiling and taken after 21 days of HNT treatment initiation (46 DAS). Total RNA was isolated using a TRIzol protocol based on the “single step” method [58]. Then, 4 µg of each RNA sample were treated with DNase (RapidOut DNA-removal Kit, Thermo Scientific) and the absence of genomic DNA contamination was confirmed by qRT–PCR using intron-specific primers [59]. RNA quality and integrity were verified with the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA).

Library preparation and RNA sequencing were performed at the Max Planck Genome Center Cologne, Germany (https://mpgc.mpipz.mpg.de/home, accessed on 15 August 2021). Sample libraries were prepared with the NEBNext Ultra Directional RNA Library Prep Kit for Illumina (New England Biolabs). Sequencing was performed on an Illumina HiSeq 3000 platform, resulting in 100 base pair (bp) single-end reads. RNA-Seq raw data are available at GEO (http://www.ncbi.nlm.nih.gov/geo, accessed on 7 July 2021) [60] under the accession number GSE179662.

### 4.4. RNA-Seq Data Analysis

Raw read quality per library was checked with FastQC v0.11.8 [61]. To avoid multi-mapping, reads shorter than 80 bp were discarded and adapter trimmed, both steps using trimmomatic v0.36 [62]. To obtain three samples for further downstream analysis, tolerance classes were reduced to only two, HNT-sensitive (cultivars IR62266-42-6-2, M202, CT9993-5-10-1M) and HNT-tolerant (cultivars IR57311, IR72, Nipponbare), based the results of the chlorosis ranking in this study and the metabolite clustering in leaf tips, the most affected leaf segment by chlorosis. Read mapping was performed with STAR 2.7.1a [63] with default parameters against the genome sequence of *Oryza sativa* ssp. japonica, cultivar Nipponbare, release IRGSP-1.0.49 (downloaded from https://plants.ensembl.org/info/data/ftp/index.html, accessed on 17 December 2020).

Differential gene expression (DGE) analysis was performed with DESeq2 [64] and edgeR [65] with default settings. Resulting *p* values were corrected for multiple testing errors [66]. The cut-off for DGE was set to a false discovery rate < 0.1 for DESeq2 and <0.05 for edgeR; for both approaches, an absolute log_2_ fold change of ≥1 was used. For further analysis, the overlap of significantly differently expressed genes (DEGs) between both methods was used.

### 4.5. Data Visualization

Data analysis and figure generation were performed in R v4.0.3 [67] and RStudio v 1.4.1103 [68]. Principle component analysis for metabolite data was calculated with pcaMethods v1.82.0 [69] using pareto scaling and centering. For transcriptome data, DESeq2 was utilized to calculate variances for PCA with the vst-function. PCA- and bar plots were visualized with ggplot2 v3.3.3 [70]. Heatmaps were generated with the package pheatmap v1.0.12 (https://cran.r-project.org/package=pheatmap, accessed on 15 May 2021). For Venn plots, the package ggvenn v0.1.8 (https://cran.r-project.org/web/packages/ggvenn/index.html, accessed on 15 May 2021) was used.

## 5. Conclusions

A differentiated response of three leaf blade segments and leaf sheath was discovered on metabolic and transcriptomic level in six rice cultivars with contrasting HNT tolerance. Stress pre-adaptation by higher raffinose levels in the sheath was discovered under control conditions together with a lower abundance for larger groups of metabolites compared to the leaf blade. Only very few molecular changes contributed to the HNT response in the sheath. Correlations of some metabolites with HNT sensitivity from a previous study could be confirmed for the base. However, metabolic changes in the leaf base were not reflected by transcriptomic changes. Increased expression levels of galactinol synthase in the base suggested that HNT might elicit slight water stress effects. Transcriptomic changes in the middle part and the tip have driven the HNT response in vegetative rice leaves. HNT transcriptomic response in the middle part of the leaf blade included regulatory processes, jasmonic acid related regulation, biosynthesis of flavonoids and remarkable involvement of expansins in the HNT response.

Investigating the differential response of leaf segments and the sheath suggested segment-specific HNT responses for sensitive and tolerant cultivars and emphasized the leaf base as a stress protected area with the lowest number of transcriptomic changes.

## Figures and Tables

**Figure 1:**
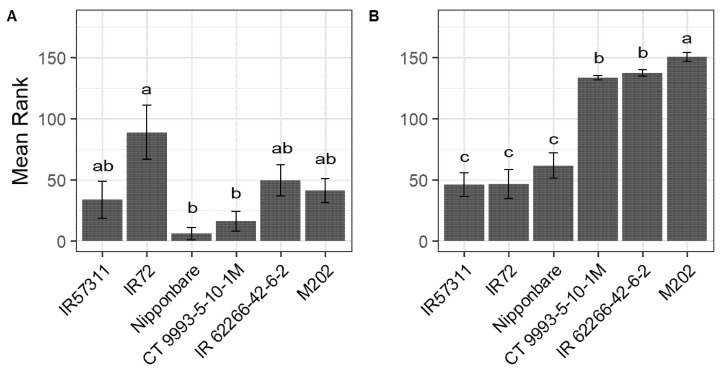
Mean rank of chlorosis scores of six *Oryza sativa* cultivars for control (**A**) and HNT (**B**) conditions. Cultivars are sorted based on chlorosis ranking under HNT. Larger values indicate high damage while smaller values represent low damage. Chlorosis mean ranks are based on visual scoring in percentage.

**Figure 2:**
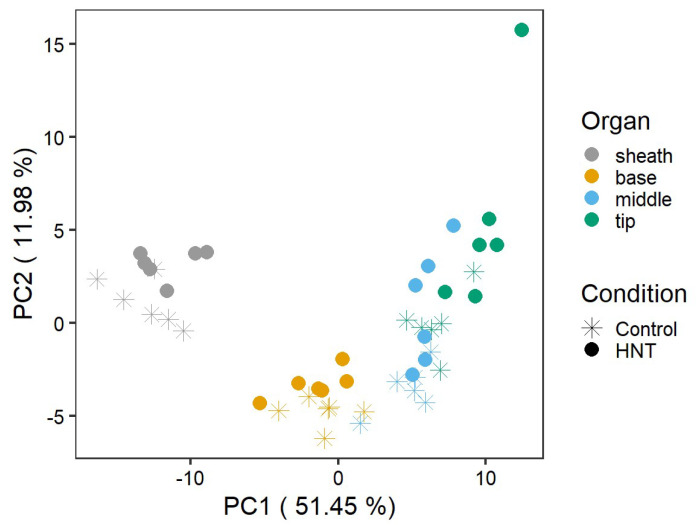
Principle component analysis of metabolite abundances normalized to internal standard and dry weight for leaf sheath, base, middle and tip segments of six cultivars. Shown are the scores of log_2_ median transformed data as mean of five replicates.

**Figure 3:**
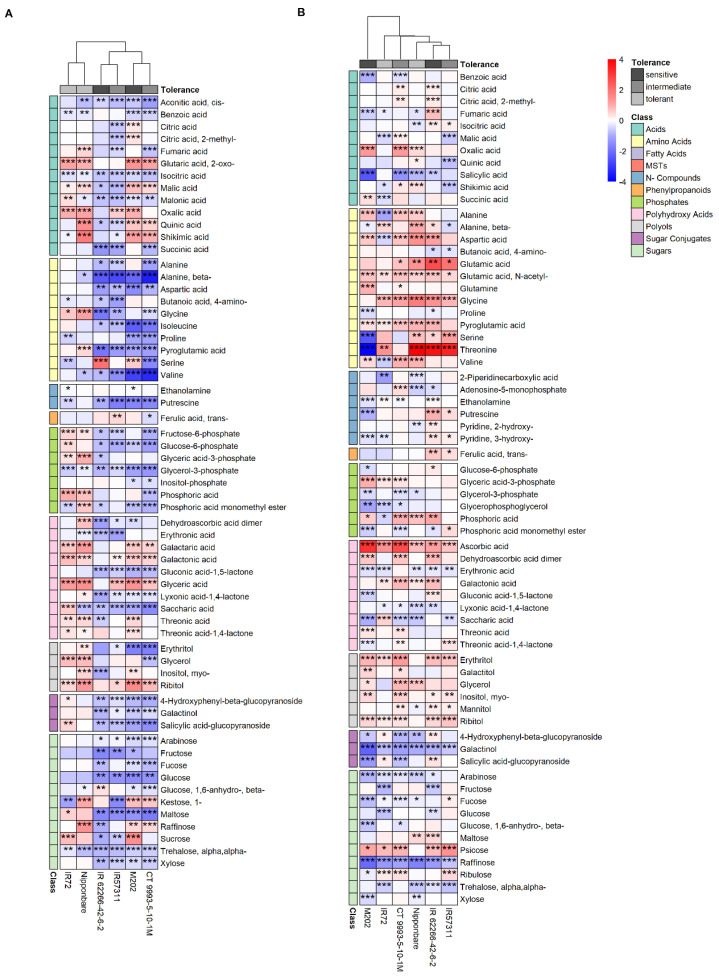
Changes in metabolite levels in leaf sheath (**A**) and base (**B**) segments represented as log_2_ fold changes. Red color indicates a higher log_2_ fold change, blue color a lower log_2_ fold change compared to the control. Asterisks display significance levels of *p* values: <0.001—***, ≥0.001 and ≤0.01—**, ≥0.01 and ≤0.05—*. Tolerance and metabolite classes are color-coded. For a better overview, only known metabolites with significant changes in at least two cultivars are shown.

**Figure 4:**
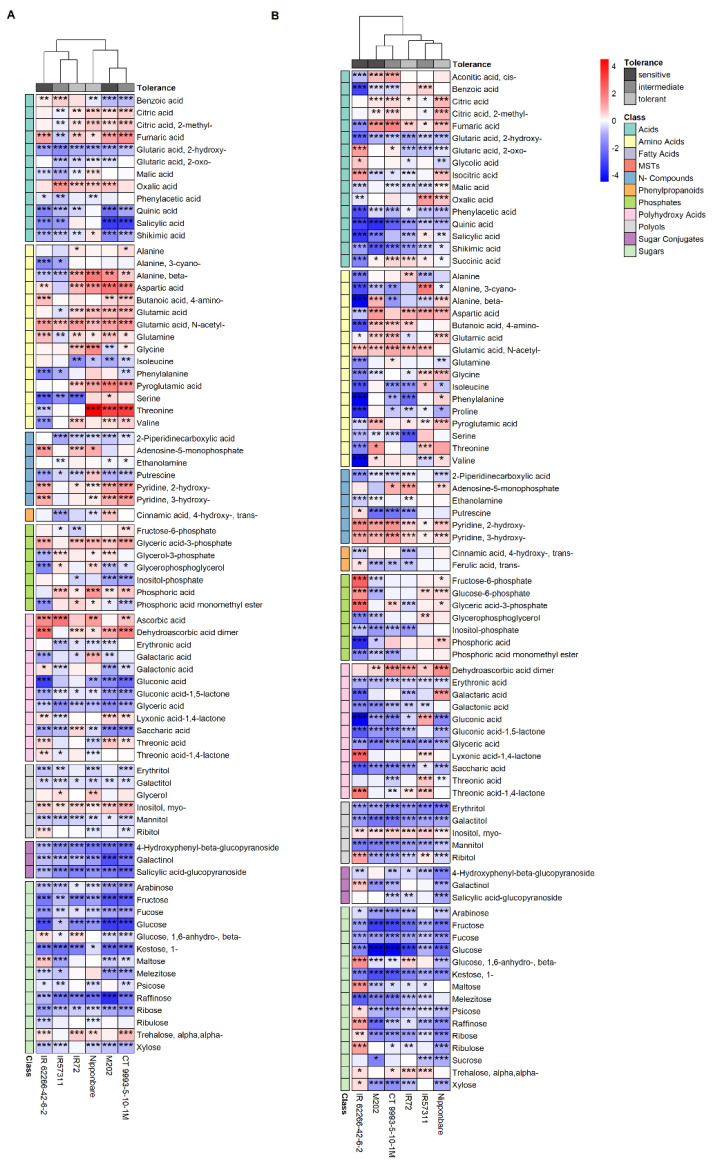
Changes in metabolite levels in leaf middle (**A**) and tip (**B**) segments represented as log_2_ fold changes. Red color indicates a higher log_2_ fold change, blue color a lower log_2_ fold change compared to the control. Asterisks display significance level of *p* values: <0.001—***, ≥0.001 and ≤0.01—**, ≥0.01 and ≤0.05—*. Tolerance and metabolite classes are color-coded. For a better overview, only metabolites with significant changes in at least two cultivars are shown.

**Figure 5:**
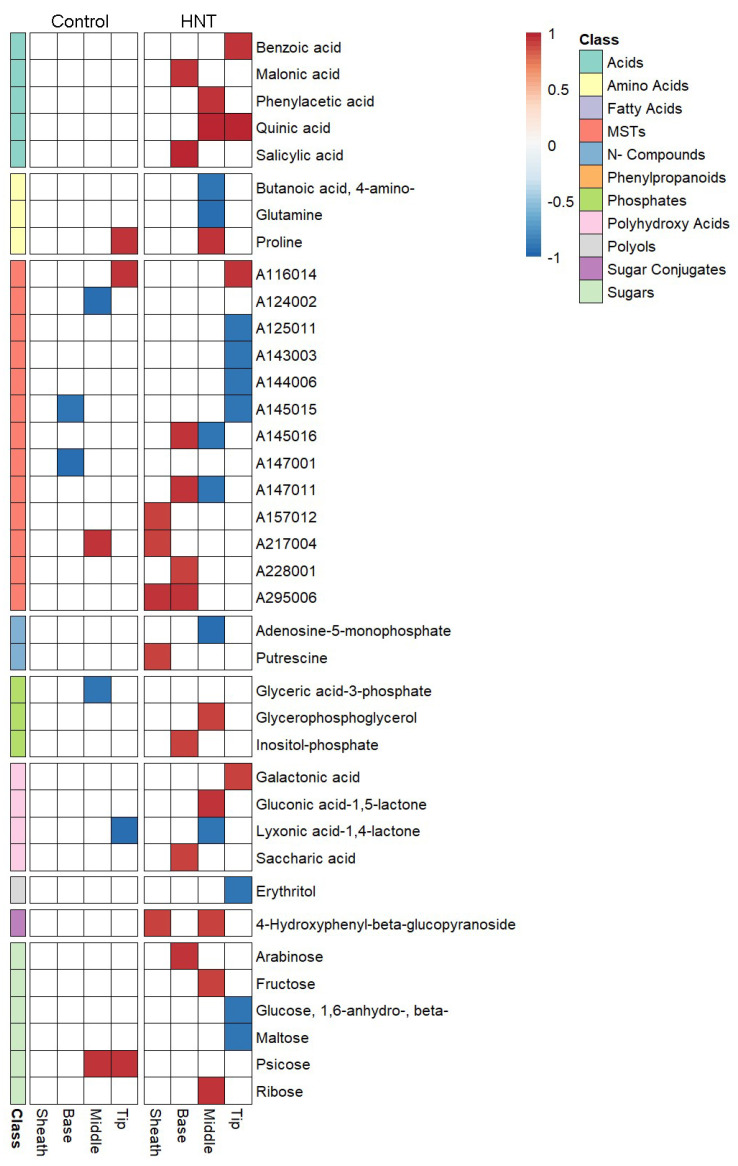
Heatmap of significant Spearman′s rank correlations (*p* < 0.05) between filtered metabolites per segment and the HNT sensitivity rank of the cultivars based on average chlorosis mean ranks.

**Figure 6:**
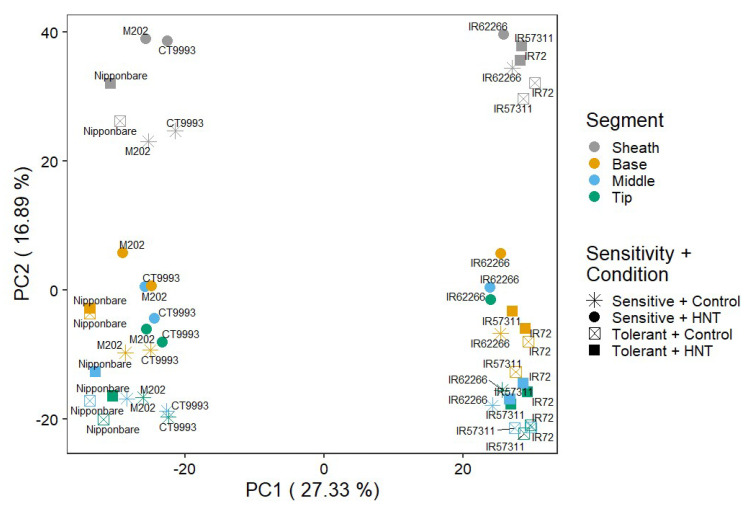
Principle component analysis of RNA-Seq raw counts from samples of all four rice leaf segments exposed to control and HNT conditions.

**Figure 7:**
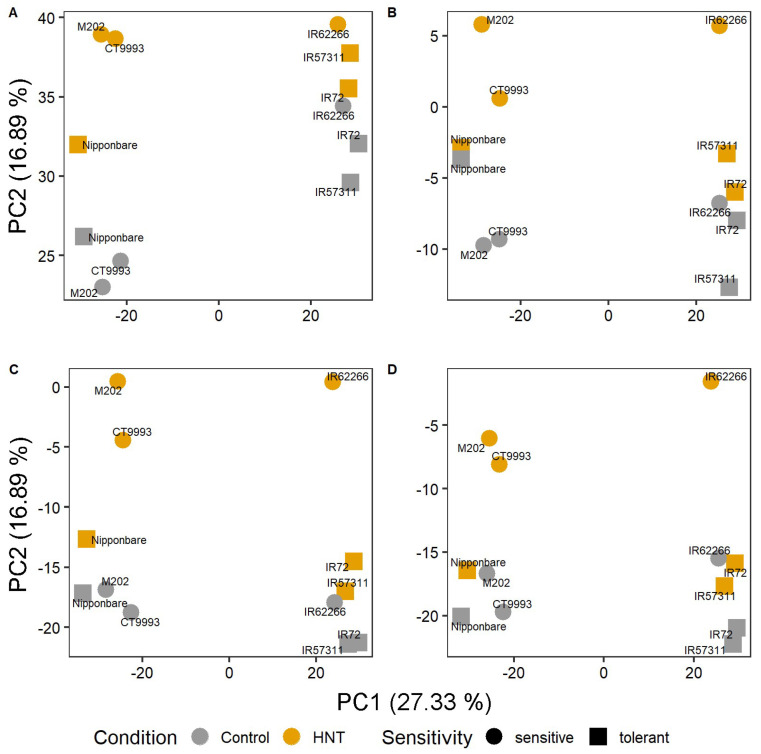
Principle component analysis of RNA-Seq raw counts from leaf segments samples exposed to control and HNT conditions separated for sheath (**A**), base (**B**), middle (**C**) and tip (**D**). PCA is as in Figure 6, with HNT and control color-coded and HNT sensitivity of cultivars marked with specific symbols.

**Figure 8:**
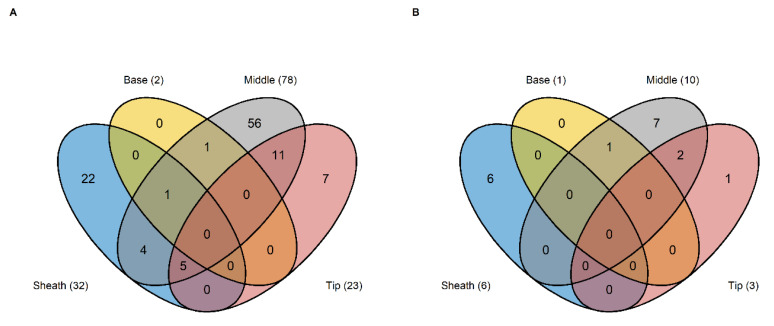
Venn plots representing overlapping significant differentially expressed genes for all leaf segments of the HNT-sensitive (**A**) and HNT-tolerant (**B**) cultivar group.

**Figure 9:**
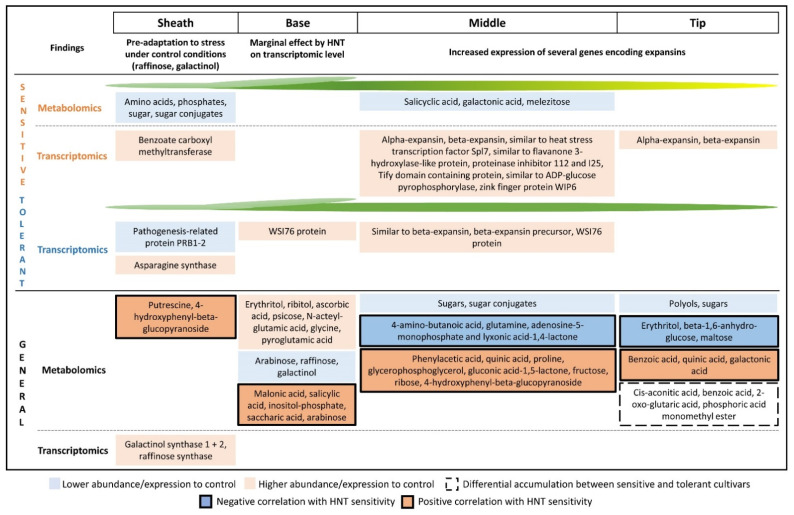
Overview of main metabolic and transcriptomic changes in the leaf sheath and segments of the leaf blade in sensitive or tolerant cultivars under HNT conditions. General changes under HNT in all investigated cultivars are shown at the bottom of the figure.

**Figure 10:**
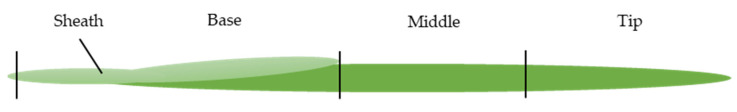
Schematic representation of rice leaf segmentation for analysis. Leaves were divided into sheath, base, middle and tip segments.

**Table 1:** Number of metabolites after filtering of metabolites with missing values for correlation analysis per segment and condition.

Condition	Sheath	Base	Middle	Tip
Control	102	130	136	136
HNT	108	129	134	133

**Table 2:** Overlap of significant differentially expressed genes between the approaches DESeq2 (FDR < 0.1; |log2FC| ≥ 1) and edgeR (FDR < 0.05; |log2FC| ≥ 1) for rice leaf segments upon HNT stress. Three cultivars each were analyzed for the sensitive (M202, CT9993-5-10-1M, IR62266-42-6-2) and the tolerant (IR67311, IR72, Nipponbare) group.

Tolerance Group	Segment	Up	Down	Total
Sensitive	Sheath	20	12	32
	Base	0	2	2
	Middle	54	24	78
	Tip	8	15	23
Tolerant	Sheath	3	3	6
	Base	1	0	1
	Middle	9	1	10
	Tip	2	1	3

**Table 3:** Selected unique differentially expressed genes per segment with an absolute log_2_ fold change larger than five for HNT-sensitive and HNT-tolerant rice cultivars. “+”, up-regulated; “-”, down-regulated.

Group	Tissue	Gene Identifier	Description	Up/Down
Sensitive	Sheath	Os11g0147150	Hypothetical gene	+
		Os08g0287200	Hypothetical conserved gene	+
		Os06g0242000	Similar to benzoate carboxyl methyltransferase	+
	Middle	Os12g0282000	Conserved hypothetical protein	-
		Os05g0477600	Alpha-expansin OsEXPA4	+
		Os04g0344100	Similar to OSIGBa0106G08.3 protein	+
		Os10g0555600	Beta-expansin precursor	+
		Os02g0658800	Beta-expansin	+
		Os04g0418800	Similar to Hydroxyproline-rich glycoprotein	+
		Os10g0556100	Similar to beta-expansin EXPB4	+
		Os04g0350100	Proteinase inhibitor I25, cystatin domain containing protein	+
		Os02g0236600	Peroxidase P7 (EC 1.11.1.7) (TP7)	+
		Os02g0112900	Similar to Viroid RNA-binding protein (Fragment)	+
	Tip	Os04g0493600	Similar to Lectin-C precursor (PL-C)	+
Tolerant	Sheath	Os01g0382000	Similar to Pathogenesis-related protein PRB1-2 precursor	-
		Os03g0291500	Asparagine synthetase	+
		Os01g0159000	Similar to cDNA clone: J023049H21	+
		Os01g0550800	Protein of unknown function DUF239, plant domain containing protein	+
	Middle	Os10g0555900	Similar to Beta-expansin	+
		Os10g0555600	Beta-expansin precursor	+

**Table 4:** Assessment of significant differentially expressed genes (DEGs) from the RNA-Seq analysis of leaf blade segments (base, middle, tip) and a whole leaf microarray analysis [22] for sensitive (M202, CT9993-5-10-1M, IR62266-42-6-2) and tolerant cultivars (IR57331, IR72, Nipponbare).

	#DEGs RNA-Seq	#DEGs Glaubitz et al. 2017	Overlap
Sensitive	85	550	36
Tolerant	10	29	0

**Table 5:** Overlap of significant differentially expressed genes and respective log_2_ fold changes in at least two out of three HNT-sensitive rice cultivars included in a whole leaf microarray analysis (CT9993, M202, IR62266) [22] and in the HNT-sensitive group used for the RNA-Seq analysis in this study (edgeR and DESeq2) including the leaf blade segments base, middle and tip.

ID	Segment	Function	CT9993	M202	IR62266	edgeR	DESeq2
Os04g0689500	Middle	Conserved hypothetical protein.	NA	3.87	3.59	2.80	2.80
Os09g0456800	Middle	Similar to Heat stress transcription factor Spl7 (Heat shock transcription factor).	NA	4.88	3.60	3.37	3.37
Os05g0444200	Middle	Similar to T6J4.5 protein (WIP6 protein).	4.60	5.80	5.50	3.43	3.42
Os04g0581000	Middle	Similar to Flavanone 3-hydroxylase-like protein.	NA	8.32	3.83	3.55	3.55
Os09g0272600	Middle	Conserved hypothetical protein.	NA	3.67	4.48	3.97	3.96
Os01g0124100	Middle	Proteinase inhibitor I12, Bowman–Birk family protein.	NA	3.73	5.24	4.05	4.07
Os05g0550300	Middle	Similar to Lipid transfer protein (Fragment).	4.31	4.64	4.40	4.14	4.14
Os10g0392400	Middle	Tify domain containing protein.	5.02	5.20	6.08	4.16	4.15
Os05g0580000	Middle, Tip	Similar to ADP-glucose pyrophosphorylase (EC 2.7.7.27).	NA	4.29	7.41	4.65	4.64
Os02g0106100	Middle	Similar to Fructosyltransferase.	3.99	4.97	3.67	4.70	4.69
Os01g0823100	Middle, Tip	Alpha-expansin OsEXPA2.	NA	5.61	4.36	4.84	4.85
Os10g0555900	Middle, Tip	Beta-expansin precursor.	NA	6.70	4.36	5.96	5.95
Os04g0659300	Middle, Tip	Protein of unknown function DUF26 domain containing protein.	NA	6.34	6.58	7.58	7.65

## Data Availability

The data presented in this study are available in the Supplementary Materials and at GEO (http://www.ncbi.nlm.nih.gov/geo accessed on 22 September 2021) under the accession number GSE179662 or at MetaboLights (https://www.ebi.ac.uk/metabolights/ accessed on 22 September 2021) under the accession number MTBLS2991.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms221910451/s1.

## References

[1] Wassmann R., Jagadish S.V.K., Sumfleth K., Pathak H., Howell G., Ismail A., Serraj R., Redona E., Singh R.K., Heuer S. (2009). Regional vulnerability of climate change impacts on Asian rice production and scope for adaptation. Advances in Agronomy.

[2] Muthayya S., Sugimoto J.D., Montgomery S., Maberly G.F. (2014). An overview of global rice production, supply, trade, and consumption. Ann. N. Y. Acad. Sci..

[3] IPCC Global Warming of 1.5 °C. An IPCC Special Report on the Impacts of Global Warming of 1.5 °C above Pre-Industrial Levels and Related Global Greenhouse Gas Emission Pathways, in the Context of Strengthening the Global Response to the Threat of Climate Change, Sustainable Development, and Efforts to Eradicate Poverty. https://www.ipcc.ch/sr15/.

[4] Pachauri R.K., Meyer L.A., IPCC, Core Writing Team (2014). Climate Change 2014: Synthesis Report. Contribution of Working Groups I, II and III to the Fifth Assessment Report of the Intergovernmental Panel on Climate Change.

[5] Easterling D.R., Horton B., Jones P.D., Peterson T.C., Karl T.R., Parker D.E., Salinger M.J., Razuvayev V., Plummer N., Jamason P. (1997). Maximum and minimum temperature trends for the globe. Science.

[6] Vose R.S., Easterling D.R., Gleason B. (2005). Maximum and minimum temperature trends for the globe: An update through 2004. Geophys. Res. Lett..

[7] Wang K., Li Y., Wang Y., Yang X. (2017). On the asymmetry of the urban daily air temperature cycle. J. Geophys. Res. Atmos..

[8] Peng S., Huang J., Sheehy J.E., Laza R.C., Visperas R.M., Zhong X., Centeno G.S., Khush G.S., Cassman K.G. (2004). Rice yields decline with higher night temperature from global warming. Proc. Natl. Acad. Sci. USA.

[9] Shi W., Muthurajan R., Rahman H., Selvam J., Peng S., Zou Y., Jagadish K.S. (2013). Source-sink dynamics and proteomic reprogramming under elevated night temperature and their impact on rice yield and grain quality. New Phytol..

[10] Bahuguna R.N., Solis C.A., Shi W., Jagadish K.S. (2017). Post-flowering night respiration and altered sink activity account for high night temperature-induced grain yield and quality loss in rice (*Oryza sativa* L.). Physiol. Plant..

[11] Impa S.M., Raju B., Hein N.T., Sandhu J., Prasad P.V.V., Walia H., Jagadish S.V.K. (2021). High night temperature effects on wheat and rice: Current status and way forward. Plant Cell Environ..

[12] Xu J., Misra G., Sreenivasulu N., Henry A. (2021). What happens at night? Physiological mechanisms related to maintaining grain yield under high night temperature in rice. Plant Cell Environ..

[13] Cooper N.T.W., Siebenmorgen T.J., Counce P.A. (2008). Effects of nighttime temperature during kernel development on rice physicochemical properties. Cereal Chem..

[14] Ambardekar A.A., Siebenmorgen T.J., Counce P.A., Lanning S.B., Mauromoustakos A. (2011). Impact of field-scale nighttime air temperatures during kernel development on rice milling quality. Field Crops Res..

[15] Glaubitz U., Li X., Köhl K.I., van Dongen J.T., Hincha D.K., Zuther E. (2014). Differential physiological responses of different rice (*Oryza sativa*) cultivars to elevated night temperature during vegetative growth. Funct. Plant Biol..

[16] Coast O., Ellis R.H., Murdoch A.J., Quiñones C., Jagadish K.S.V. (2015). High night temperature induces contrasting responses for spikelet fertility, spikelet tissue temperature, flowering characteristics and grain quality in rice. Funct. Plant Biol..

[17] Wu C., Cui K., Wang W., Li Q., Fahad S., Hu Q., Huang J., Nie L., Peng S. (2016). Heat-induced phytohormone changes are associated with disrupted early reproductive development and reduced yield in rice. Sci. Rep..

[18] Lanning S.B., Siebenmorgen T.J., Counce P.A., Ambardekar A.A., Mauromoustakos A. (2011). Extreme nighttime air temperatures in 2010 impact rice chalkiness and milling quality. Field Crops Res..

[19] Zhang Y., Tang Q., Peng S., Zou Y., Chen S., Shi W., Qin J., Laza M.R.C. (2013). Effects of high night temperature on yield and agronomic traits of irrigated rice under field chamber system conditions. Aust. J. Crop Sci..

[20] Shi W., Yin X., Struik P.C., Xie F., Schmidt R.C., Jagadish K.S.V. (2016). Grain yield and quality responses of tropical hybrid rice to high night-time temperature. Field Crops Res..

[21] Glaubitz U., Erban A., Kopka J., Hincha D.K., Zuther E. (2015). High night temperature strongly impacts TCA cycle, amino acid and polyamine biosynthetic pathways in rice in a sensitivity-dependent manner. J. Exp. Bot..

[22] Glaubitz U., Li X., Schaedel S., Erban A., Sulpice R., Kopka J., Hincha D.K., Zuther E. (2017). Integrated analysis of rice transcriptomic and metabolomic responses to elevated night temperatures identifies sensitivity- and tolerance-related profiles. Plant Cell Environ..

[23] Schaarschmidt S., Lawas L.M.F., Kopka J., Jagadish S.V.K., Zuther E. (2021). Physiological and molecular attributes contribute to high night temperature tolerance in cereals. Plant Cell Environ..

[24] Großkinsky D.K., Syaifullah S.J., Roitsch T. (2017). Integration of multi-omics techniques and physiological phenotyping within a holistic phenomics approach to study senescence in model and crop plants. J. Exp. Bot..

[25] Miya M., Yoshikawa T., Sato Y., Itoh J.I. (2021). Genome-wide analysis of spatiotemporal expression patterns during rice leaf development. BMC Genom..

[26] Khan M.M., Jan A., Karibe H., Komatsu S. (2005). Identification of phosphoproteins regulated by gibberellin in rice leaf sheath. Plant Mol. Biol..

[27] Shen F., Wu X., Shi L., Zhang H., Chen Y., Qi X., Wang Z., Li X. (2018). Transcriptomic and metabolic flux analyses reveal shift of metabolic patterns during rice grain development. BMC Syst. Biol..

[28] Molla K.A., Karmakar S., Molla J., Bajaj P., Varshney R.K., Datta S.K., Datta K. (2020). Understanding sheath blight resistance in rice: The road behind and the road ahead. Plant Biotechnol. J..

[29] Ikeda S., Tokida T., Nakamura H., Sakai H., Usui Y., Okubo T., Tago K., Hayashi K., Sekiyama Y., Ono H. (2015). Characterization of leaf blade- and leaf sheath-associated bacterial communities and assessment of their responses to environmental changes in CO_2_, temperature, and nitrogen levels under field conditions. Microbes Environ..

[30] Hirose T., Endler A., Ohsugi R. (1999). Gene expression of enzymes for starch and sucrose metabolism and transport in leaf sheaths of rice (*Oryza sativa* L.) during the heading period in relation to the sink to source transition. Plant Prod. Sci..

[31] Perez C.M., Palmiano E.P., Baun L.C., Juliano B.O. (1971). Starch metabolism in the leaf sheaths and culm of rice. Plant Physiol..

[32] Sengupta S., Mukherjee S., Basak P., Majumder A.L. (2015). Significance of galactinol and raffinose family oligosaccharide synthesis in plants. Front. Plant Sci..

[33] Kavanová M., Lattanzi F.A., Grimoldi A.A., Schnyder H. (2006). Phosphorus deficiency decreases cell division and elongation in grass leaves. Plant Physiol..

[34] Schaarschmidt S., Lawas L.M.F., Glaubitz U., Li X., Erban A., Kopka J., Jagadish S.V.K., Hincha D.K., Zuther E. (2020). Season affects yield and metabolic profiles of rice (*Oryza sativa*) under high night temperature stress in the field. Int. J. Mol. Sci..

[35] Rabbani M.A., Maruyama K., Abe H., Khan M.A., Katsura K., Ito Y., Yoshiwara K., Seki M., Shinozaki K., Yamaguchi-Shinozaki K. (2003). Monitoring expression profiles of rice genes under cold, drought, and high-salinity stresses and abscisic acid application using cDNA microarray and RNA gel-blot analyses. Plant Physiol..

[36] Mukherjee S., Sengupta S., Mukherjee A., Basak P., Majumder A.L. (2019). Abiotic stress regulates expression of galactinol synthase genes post-transcriptionally through intron retention in rice. Planta.

[37] Selvaraj M.G., Ishizaki T., Valencia M., Ogawa S., Dedicova B., Ogata T., Yoshiwara K., Maruyama K., Kusano M., Saito K. (2017). Overexpression of an *Arabidopsis thaliana* galactinol synthase gene improves drought tolerance in transgenic rice and increased grain yield in the field. Plant Biotechnol. J..

[38] Sadok W., Jagadish S.V.K. (2020). The hidden costs of nighttime warming on yields. Trends Plant Sci..

[39] Xie Y., Ravet K., Pearce S. (2021). Extensive structural variation in the Bowman-Birk inhibitor family in common wheat (*Triticum aestivum* L.). BMC Genom..

[40] Othman T., Bakar N.T.A., Abidin R.Z., Mahmood M., Saidi N., Shaharuddin N.A. (2014). Potential of plant’s Bowman-Birk protease inhibitor in combating abiotic stresses: A Mini Review. Bioremediat. Sci. Technol. Res..

[41] Malefo M.B., Mathibela E.O., Crampton B.G., Makgopa M.E. (2020). Investigating the role of Bowman-Birk serine protease inhibitor in Arabidopsis plants under drought stress. Plant Physiol. Biochem..

[42] Seo J.-S., Joo J., Kim M.-J., Kim Y.-K., Nahm B.H., Song S.I., Cheong J.-J., Lee J.S., Kim J.-K., Choi Y.D. (2011). OsbHLH148, a basic helix-loop-helix protein, interacts with OsJAZ proteins in a jasmonate signaling pathway leading to drought tolerance in rice. Plant J..

[43] Park S., Choi M.J., Lee J.Y., Kim J.K., Ha S.-H., Lim S.-H. (2016). Molecular and biochemical analysis of two rice flavonoid 3’-hydroxylase to evaluate their roles in flavonoid biosynthesis in rice grain. Int. J. Mol. Sci..

[44] Marowa P., Ding A., Kong Y. (2016). Expansins: Roles in plant growth and potential applications in crop improvement. Plant Cell Rep..

[45] Le Gall H., Philippe F., Domon J.-M., Gillet F., Pelloux J., Rayon C. (2015). Cell wall metabolism in response to abiotic stress. Plants.

[46] Jones L., McQueen-Mason S. (2004). A role for expansins in dehydration and rehydration of the resurrection plant *Craterostigma plantagineum*. FEBS Lett..

[47] Li F., Han Y., Feng Y., Xing S., Zhao M., Chen Y., Wang W. (2013). Expression of wheat expansin driven by the RD29 promoter in tobacco confers water-stress tolerance without impacting growth and development. J. Biotechnol..

[48] Xu J., Belanger F., Huang B. (2008). Differential gene expression in shoots and roots under heat stress for a geothermal and non-thermal Agrostis grass species contrasting in heat tolerance. Environ. Exp. Bot..

[49] Xu Q., Xu X., Shi Y., Xu J., Huang B. (2014). Transgenic tobacco plants overexpressing a grass *PpEXP1* gene exhibit enhanced tolerance to heat stress. PLoS ONE.

[50] Jadamba C., Kang K., Paek N.-C., Lee S.I., Yoo S.-C. (2020). Overexpression of rice expansin7 (*Osexpa7*) confers enhanced tolerance to salt stress in rice. Int. J. Mol. Sci..

[51] Zhao M.R., Li F., Fang Y., Gao Q., Wang W. (2011). Expansin-regulated cell elongation is involved in the drought tolerance in wheat. Protoplasma.

[52] Han Y., Chen Y., Yin S., Zhang M., Wang W. (2015). Over-expression of *TaEXPB23*, a wheat expansin gene, improves oxidative stress tolerance in transgenic tobacco plants. J. Plant Physiol..

[53] Lü P., Kang M., Jiang X., Dai F., Gao J., Zhang C. (2013). *RhEXPA4*, a rose expansin gene, modulates leaf growth and confers drought and salt tolerance to Arabidopsis. Planta.

[54] Han Z., Liu Y., Deng X., Liu D., Liu Y., Hu Y., Yan Y. (2019). Genome-wide identification and expression analysis of expansin gene family in common wheat (*Triticum aestivum* L.). BMC Genom..

[55] Siahpoosh M.R., Sanchez D.H., Schlereth A., Scofield G.N., Furbank R.T., van Dongen J.T., Kopka J. (2011). Modification of *OsSUT1* gene expression modulates the salt response of rice *Oryza sativa* cv. Taipei 309. Plant Sci..

[56] Do P.T., Degenkolbe T., Erban A., Heyer A.G., Kopka J., Köhl K.I., Hincha D.K., Zuther E. (2013). Dissecting rice polyamine metabolism under controlled long-term drought stress. PLoS ONE.

[57] Haug K., Cochrane K., Nainala V.C., Williams M., Chang J., Jayaseelan K.V., O’Donovan C. (2019). MetaboLights: A resource evolving in response to the needs of its scientific community. Nucleic Acids Res..

[58] Chomczynski P., Sacchi N. (2006). The single-step method of RNA isolation by acid guanidinium thiocyanate-phenol-chloroform extraction: Twenty-something years on. Nat. Protoc..

[59] Zuther E., Schulz E., Childs L.H., Hincha D.K. (2012). Clinal variation in the non-acclimated and cold-acclimated freezing tolerance of *Arabidopsis thaliana* accessions. Plant Cell Environ..

[60] Barrett T., Wilhite S.E., Ledoux P., Evangelista C., Kim I.F., Tomashevsky M., Marshall K.A., Phillippy K.H., Sherman P.M., Holko M. (2013). NCBI GEO: Archive for functional genomics data sets-update. Nucleic Acids Res..

[61] Andrews S., FASTQC (2010). A Quality Control Tool for High Throughput Sequence Data [Online]. http://www.bioinformatics.babraham.ac.uk/projects/fastqc/.

[62] Bolger A.M., Lohse M., Usadel B. (2014). Trimmomatic: A flexible trimmer for Illumina sequence data. Bioinformatics.

[63] Dobin A., Davis C.A., Schlesinger F., Drenkow J., Zaleski C., Jha S., Batut P., Chaisson M., Gingeras T.R. (2012). STAR: Ultrafast universal RNA-seq aligner. Bioinformatics.

[64] Love M.I., Huber W., Anders S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[65] Robinson M.D., McCarthy D.J., Smyth G.K. (2010). edgeR: A Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[66] Benjamini Y., Hochberg Y. (1995). Controlling the false discovery rate: A practical and powerful approach to multiple testing. J. R. Stat. Soc. Ser. B.

[67] R Core Team (2018). R: A Language and Environment for Statistical Computing, Version 3.4.2.

[68] R StudioTeam (2020). RStudio: Integrated Development for R.

[69] Stacklies W., Redestig H., Scholz M., Walther D., Selbig J. (2007). pcaMethods—A Bioconductor package providing PCA methods for incomplete data. Bioinformatics.

[70] Wickham H. (2016). ggplot2: Elegant Graphics for Data Analysis.

# Supplementary material for: Differentiation of the High Night Temperature Response in Leaf Segments of Rice Cultivars with Contrasting Tolerance
**Source:** Int J Mol Sci. 2021 Sep 28;22(19):10451. doi: 10.3390/ijms221910451

Suppl. Fig. S1

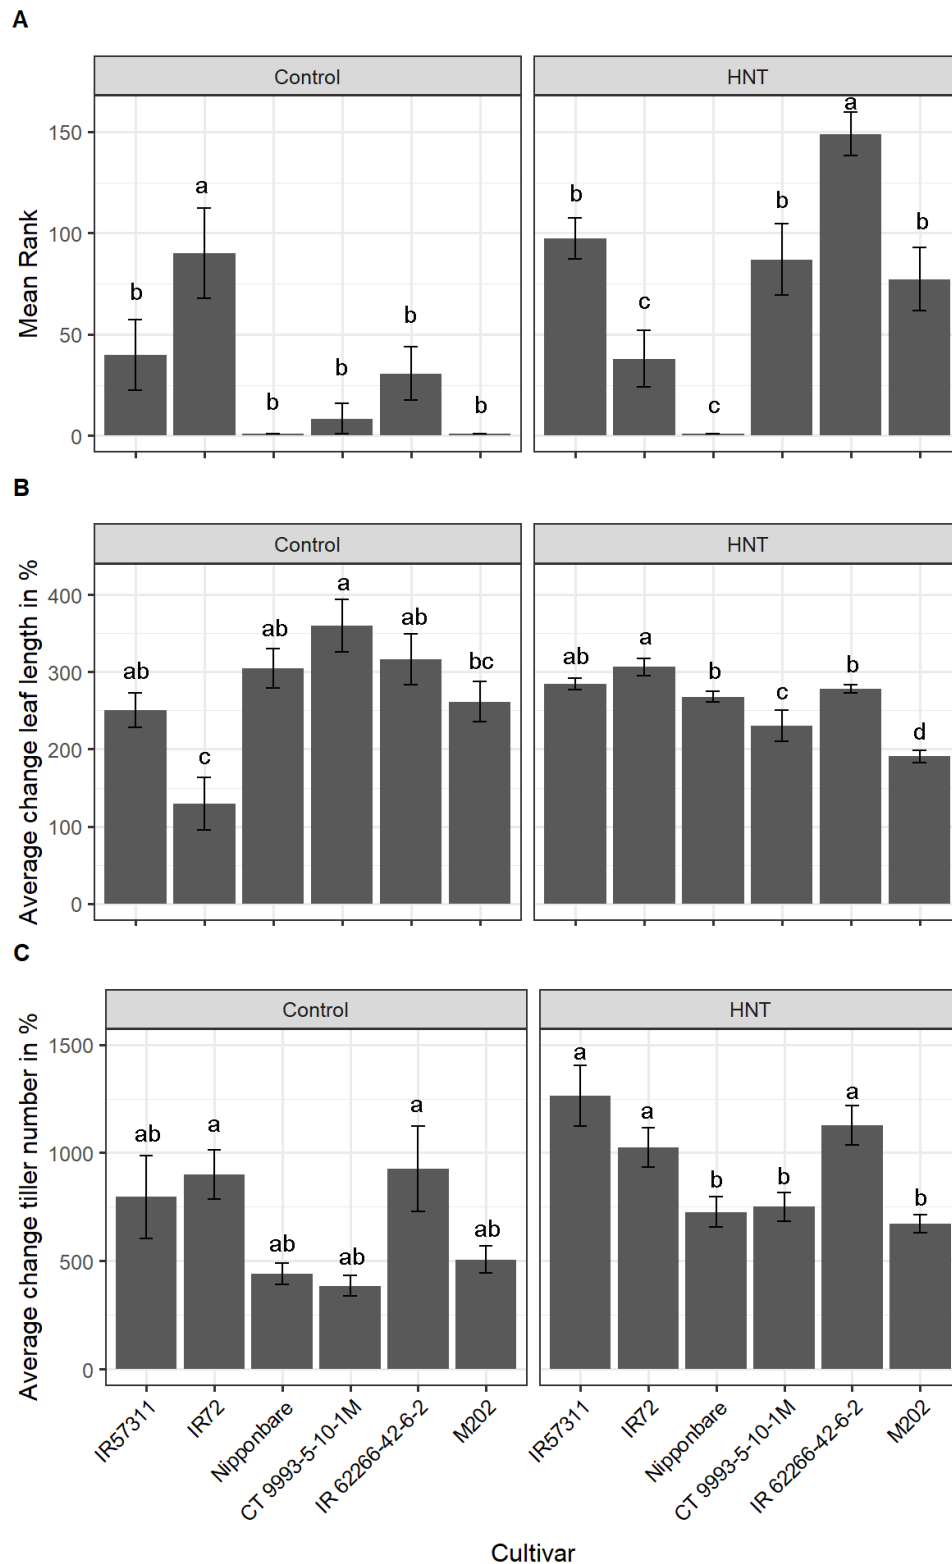

Figure S1. Mean rank of necrosis scores (A), average change of leaf length (B) and average change of tiller number (C) of six *Oryza sativa* cultivars at control and HNT conditions. Cultivars are sorted based on chlorosis ranking under HNT. For the necrosis rank larger values indicate high damage while smaller values represent a lower damage. Necrosis mean ranks are based on visual scoring in percentage.

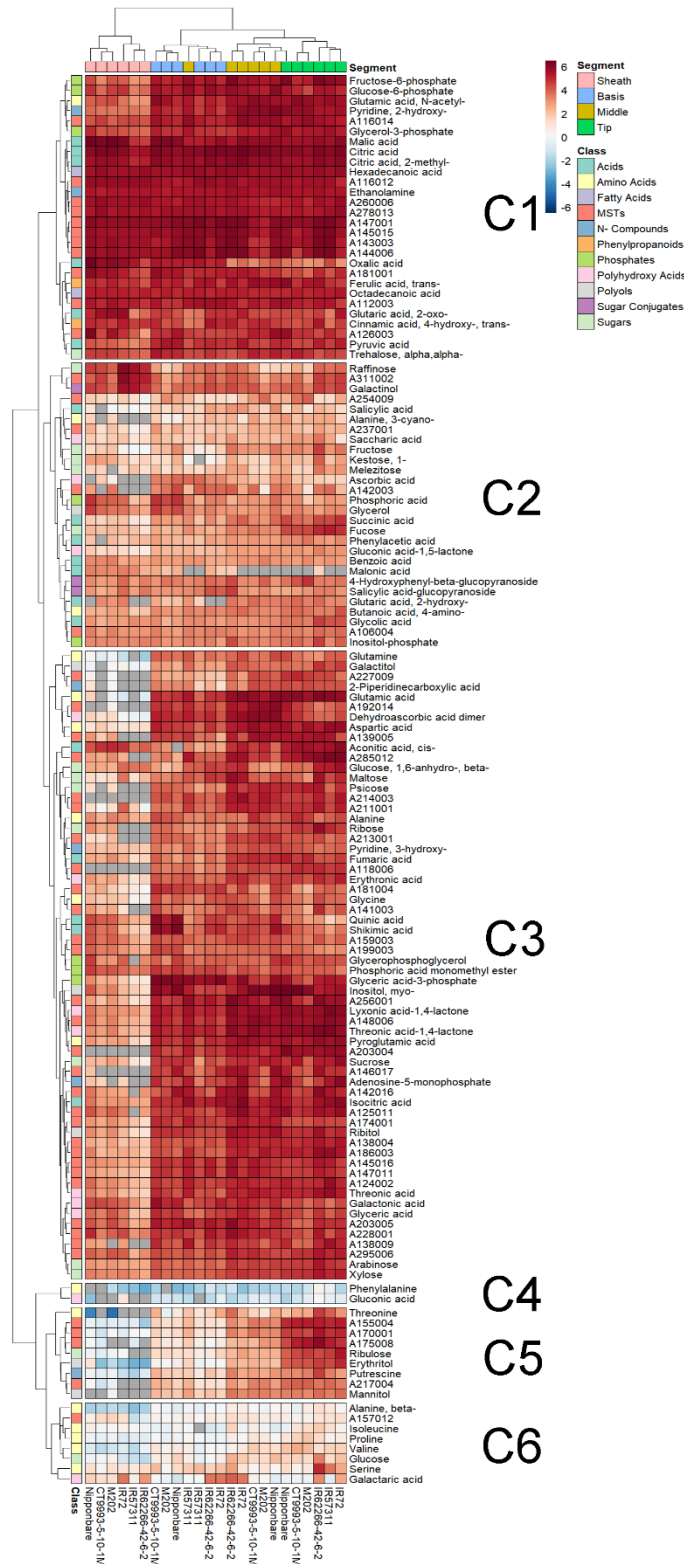

Suppl. Fig. S3

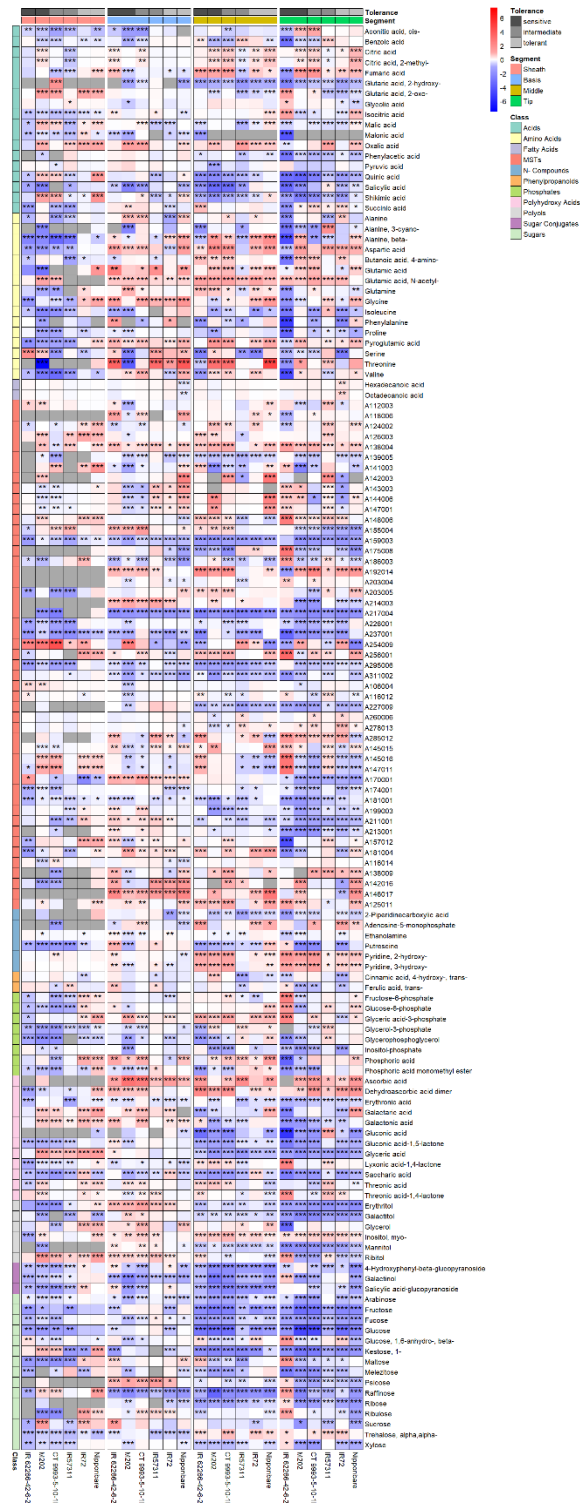

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

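RNA-Seq was carried out by the authors on 4 leaf segments (sheath, base, middle and tip) of 6 rice cultivars grown 46 days, the last 21 of them under control (26 °C by day, 22 °C by night) or HNT conditions (28 °C by day and night). Each cultivar, condition and segment gave 1 library from pooled plants, 48 in all, with 3 cultivars in the sensitive and 3 in the tolerant group. The deposited values are counts of aligned reads per gene: the authors trimmed single-end reads and dropped short ones, to avoid multi-mapping, with Trimmomatic 0.36, aligned them with STAR 2.7.1a to the Nipponbare genome IRGSP 1.0, and deposited integer counts without normalization. The paper's text names neither the counting tool nor its strand setting, nor how remaining reads that fit several genes were counted, so genes that overlap on opposite strands cannot be told apart and close copies may share reads. All 48 columns of the count table were used, and 35154 genes had at least 1 count. The metabolite data and the earlier microarray study are not in the deposited table and were left out.

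Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15. Genes with low counts were removed with filterByExpr at its minimum count of 10, and library sizes were normalized by TMM. HNT was compared with control within each tolerance group and segment, over all 6 cultivars in each segment, and between the groups as an interaction, with edgeR's quasi-likelihood test. Sheath was compared with the mean of base, middle and tip under control conditions with cultivar as a block. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. CPM are scaled by the normalized library size, plots of log2 CPM add 0.5, and log2 CPM for the alternative PCA used a prior count of 2. PCA used DESeq2's variance-stabilizing transformation, as in the paper, and the 500 most variable genes, which is DESeq2's default and is not stated in the paper's text. Position on a component was compared between groups with exact permutation tests, and within cultivars with exact sign-flip tests, both two-sided. With 3 cultivars against 3 no exact p can lie below 0.1.

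The design pairs HNT and control libraries of the same cultivar, and the pairing was checked on the data. After each gene had been centred within group and condition, the correlation of the HNT and the control library of 1 cultivar and segment was 0.713 to 0.934 over 24 pairs, and in all 24 pairs the HNT library was closer to the control library of its own cultivar than to those of the other cultivars of its group. Each comparison was therefore repeated with cultivar as a block.

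Of the alternatives, those set before the data were examined were cultivar as a block, DESeq2 at an FDR of 0.1, genes called by both DESeq2 and edgeR's exact test (the paper uses the overlap of both tools with default settings, and the exact test was chosen here), DESeq2 size factors in place of TMM, no low-count filter, counts thinned to the smallest library, all 48 libraries in 1 fit, and each cultivar left out in turn. For PCA the alternatives were all genes and log2 CPM. Tests against a 2-fold change, fits of 12, 24 or 48 libraries for the overlap of the tools, and PCA per segment were added after the values had been seen. Random steps used the seed 20210928.

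Genes were named by a rule fixed before the data were examined, but the paper's tables had been read when it was written. For each HNT comparison it takes every gene the paper names, the 10 highest and 10 lowest log2 fold changes among called genes that moved the same way in every cultivar, filled from the fit with cultivar as a block where fewer were called, and members of the lists, with a mean CPM of at least 20 for comparisons over all 6 cultivars and of sheath with blade. Genes carry the names and descriptions of the paper's tables or of the lists. The reference table that came with the data is of another rice assembly and matched 1 identifier of the count table, so no coordinates are given.

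Altogether 23 lists of genes were written before the data were examined, mostly from general knowledge, and 22 had enough expressed genes to be tested, the list of shoot meristem genes being the exception. They cover expansins, primary and secondary wall cellulose synthesis, dividing cells of the growth zone, lignin and flavonoid synthesis, jasmonate synthesis and signaling, pathogenesis-related proteins, heat stress factors, heat shock proteins, abscisic acid and drought, galactinol and raffinose, starch and sucrose, light harvesting, the Calvin cycle, senescence, the circadian clock, nitrate assimilation, polyamines, iron deficiency and iron storage. Identifiers of list genes could not be checked against an annotation, apart from those that the paper's tables describe. Sets were tested with limma's camera at a preset correlation of 0.01 and with an estimated correlation, and adjusted over the lists of a comparison. With an estimated correlation the test is limited by the residual degrees of freedom, which are few within a group. Called members were counted over all genes and adjusted over the list alone.

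The tests were tried on simulated data. Changes of 2-fold, 4-fold and 8-fold were added to 67, 67 and 66 genes of a comparison shaped like the sensitive middle. edgeR's quasi-likelihood test without a block recovered 0%, 17.9% and 51.5% of them with 0 false calls, the fit with cultivar as a block 31.3%, 92.5% and 100% with 18 false calls, and DESeq2 23.9%, 82.1% and 87.9% with 5 false calls. The design without the block thus misses most changes of up to 4-fold, and a count of 0 from it says little about smaller changes. For genes with very few control counts, levels are given without a fold, and counting error comes on top of the spread between cultivars.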

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

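The tests of the most abundant sheath transcripts, of single transcripts and of depth for the expansin pattern, of sheath replacement and iron supply for the iron pattern, and all counts over other splits of the libraries were chosen after the result was seen, apart from the splits into trios for the difference in counts between the groups in the middle, which were set before.

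Genes of iron uptake were lower under HNT, and the paper's tables list several of them as lower DEGs, while its text does not discuss them. Over all 6 cultivars OsIRO2, a transcription factor of the iron deficiency response, fell in the sheath from 134 to 6.29 CPM (log2 fold change -4.43, standard error 1.13, adjusted p = 0.0481 from edgeR's quasi-likelihood test). NRAMP1, a metal transporter, fell in the sheath from 89.1 to 7.06 CPM (adjusted p = 0.0294) and in the middle from 259 to 19.2 CPM (adjusted p = 0.0262). Of 14 iron deficiency genes 8 were called in the sheath, 0 in the base, 5 in the middle and 1 in the tip, with 9, 9, 10 and 10 adjusted over the list alone and 8, 8, 9 and 9 with cultivar as a block, all lower at HNT. The list had medians of -1.49, -1.31, -1.83 and -1.80 in the 4 segments (camera, adjusted p = 3.76e-09, 3.03e-07, 1.04e-07 and 1.33e-10), and it did not hold with an estimated correlation, where the lowest adjusted p was 0.193. Of 4 iron storage genes 1 was called in the sheath.

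The tables argue against 3 explanations of this fall, 1 of them, depth, in the tip alone. After thinning of all counts to 1 depth the list's median stayed at or below -1.34 in each segment. Thinning leaves an expected fold change nearly unchanged, so that this could not decide on depth. In the tip depth overlapped between the conditions, with 20357522 to 25347421 counts in the control and 20377656 to 22633912 at HNT. The list's median of -1.80 there argues against depth in that segment. The median of -1.49 in the sheath itself argues against blade tissue replaced by sheath tissue, and the mean of the list fell in 24 of 24 pairs of cultivar and segment, which argues against 1 cultivar as the source. A different iron supply in the HNT plants stays open: ferritin and other storage genes had medians of 0.678, 0.0729, 0.55 and 1.11 in sheath, base, middle and tip, and so hardly differed in the base, where the deficiency list had -1.31, and they are too few genes to decide. A response of iron uptake to HNT itself stays a hypothesis, since the HNT and control plants differ in treatment alone by design and any other difference between their growth conditions was not recorded in the data.

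In the middle of the sensitive cultivars expansins and other genes that are abundant in the sheath rose with HNT, so that sheath tissue in these segments was weighed. The planned test asked what share of sheath RNA the abundant sheath genes would need, and found at most 12.1% (median of the 149 genes in the highest of 3 cultivars) where the called genes need at least 31.2%, short of the bound of 7.8% set for excluding it. Later tests gave at most 26.4% for the 10 most abundant sheath transcripts, and 3 of these 10 transcripts allowed under 7.8% in all 3 cultivars, which argues against a share of the needed size, but these tests were picked after the first had failed to decide, and the explanation stays open. All 30 called genes stayed called with thinned counts, but thinning hardly alters libraries of like depth or an expected fold change. Depth is argued against by the totals themselves, 19736727 to 21606390 counts in the control and 20719863 to 22006887 at HNT. Less mature blade tissue could not be told apart from the response, as the genes higher in base than in tip had a median of at least 0.9 in the sensitive cultivars but number only 4.

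More genes were called in the sensitive than in the tolerant cultivars in the sheath, base and middle with cultivar as a block. In the tip the block gave 275 against 291. DESeq2 gave 711 against 196 there, DESeq2 and edgeR's exact test together 154 against 62, and all 48 libraries in 1 fit 408 against 16. In sheath, base and middle thinning kept over 1.5 times as many with the block in 3 of 3 segments (775 against 0, 868 against 27 and 1547 against 349), which argues against depth. A less uniform HNT response among the tolerant cultivars stays open for sheath and base. It was judged by the biological coefficient of variation with cultivar as a block, which leaves out differences in level between cultivars. This was 1.2 and 1.45 times that of the sensitive cultivars in sheath and base, and 0.545 and 0.576 times in middle and tip. A larger response of the sensitive cultivars was seen in 3 of 4 segments, where every sensitive cultivar had a larger median response than every tolerant one (exact p = 0.1, the smallest possible), and not in the sheath (exact p = 0.3), and it stays open too. Of 10 splits of the cultivars into trios the real one gave the largest difference in base (965 genes against 531 for the next) and middle (1198 against 614), but japonica against indica cultivars gave more in the sheath (1107 against 799 for the real one) and the tip (1092 against -16), and 10 splits are too few for a share under 0.05.

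Over all 6 cultivars 382 genes were called in the sheath, 35 in the base, 120 in the middle and 11 in the tip, a comparison the paper does not make. Of 100 splits drawn from 462, the real one counted, no other gave as many. The highest others had 8, 17, 9 and 10 genes, each with the sensitive against the tolerant libraries. This argues against chance in sheath, base and middle, while 11 against 10 genes in the tip are too close to decide. Of the 32 splits that exchange HNT and control within cultivars, the real one counted, the highest other count was 0 in each segment. Within a tolerance group 10 splits are too few for a share under 0.05: the sensitive middle had 30 genes and at most 0 in another split, and the other comparisons had 0 in the real and in every other split. For the interactions 10 splits are too few as well, with 0 genes in the real split and at most 1 in another, and with cultivar as a block 0 against at most 49 in the sheath, 0 against 22 in the base, 1 against 0 in the middle and 0 against 0 in the tip. Chance can be excluded for sheath against blade, with 6307 genes against at most 2315 in another of 100 splits.

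Among the 119 groups of libraries examined for a value far from the others 3 had one, where chance alone gives 5.95. In HNT tips IR62266-42-6-2 stood apart from the other 5 cultivars in photosynthesis: the mean log2 ratio of HNT to control was -2.08 for Calvin cycle genes, with the nearest cultivar at -0.20, and -2.34 for light harvesting genes, with the nearest at -0.42. Without IR62266-42-6-2 the number of called genes in the sensitive tip rose from 0 to 533. It is the only indica cultivar of the sensitive group, so that leaving it out also takes the subspecies difference out of the error. The rise need not stem from its photosynthesis values. The Nipponbare HNT library of the middle segment held 30789865 counts, and the nearest of the others 23744740.

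Lists whose response differed between the groups in camera with the preset correlation are given with the number of segments in which they did, and none holds with an estimated correlation, where the lowest adjusted p was 0.0528, for the expansins. TIFY genes of jasmonate signaling and pathogenesis-related genes were higher in the sensitive group in 4 segments each (lowest adjusted p 6.1e-09 and 5.14e-06). The tolerant Nipponbare lay within the range of the sensitive cultivars for TIFY genes in base, middle and tip. In the middle its mean log2 ratio was 0.919, against 0.747 to 1.83 in the sensitive cultivars and -0.304 and -0.509 in IR57311 and IR72. For pathogenesis-related genes in the tip Nipponbare had 1.05 and the sensitive IR62266-42-6-2 0.814. Expansins differed in 4, lower in the sheath and higher in the blade segments (2.32e-09). Higher in base, middle and tip, 3 segments each, were lignin (6.99e-07), flavonoid (1.2e-05), primary wall (1.45e-06) and secondary wall genes (0.000658). Abscisic acid and drought genes were higher in 3 segments (0.00275), heat stress factors and jasmonate synthesis genes in 2 each (0.00657 and 0.00306), and heat shock proteins, iron storage and senescence genes in 1 each (0.000446, 0.0311 and 0.000394). Lower in the sensitive group were light harvesting genes in 3 segments (1.34e-06), Calvin cycle, galactinol and iron deficiency genes in 2 each (0.000552, 0.012 and 0.00015), where in the tip IR62266-42-6-2 stood apart in both photosynthesis lists as given above, and clock, nitrate, polyamine and starch genes in 1 each (0.0468, 0.0304, 0.0225 and 0.0185).

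In 4 lists every sensitive cultivar moved one way and every tolerant one the other, a difference that was not tested by itself in this form. The mean log2 ratio was -0.289 in the tolerant and 0.227 in the sensitive cultivars for heat stress factors in the middle, -0.976 and 0.152 for pathogenesis-related genes in the base, 0.182 and -0.153 for light harvesting genes in the sheath, and 0.224 and -0.104 for starch and sucrose genes in the sheath.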

How the results depend on the processing

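Tests against a 2-fold change, the overlap of DESeq2 and edgeR's exact test on more libraries, and PCA per segment were chosen after the values had been seen, and all other alternatives here were set before the data were examined. Counts are given in the order sheath, base, middle and tip. The cause was not tested for any change below unless one is named.

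HNT against control called 0, 0, 30 and 0 genes in the sensitive and 0 in each segment of the tolerant cultivars with edgeR's quasi-likelihood test. With the cultivar block the counts were 799, 988, 1514 and 275 in the sensitive and 0, 23, 316 and 291 in the tolerant group. Here the construction shows part of the cause, since the block takes the differences between cultivars out of the error, and on simulated data it recovered more changes but made 18 false calls. DESeq2 called 1154, 616, 1385 and 711 sensitive and 260, 69, 226 and 196 tolerant genes, and DESeq2 and edgeR's exact test together 495, 181, 803 and 154 and 60, 13, 63 and 62. A single fit of all 48 libraries, which pools the spread of 16 groups, called 214, 40, 896 and 408 and 46, 1, 35 and 16. DESeq2 size factors gave 5 genes in the sensitive sheath and no low-count filter gave 6, and under both the sensitive middle stayed within 1.5 times its count (29 and 33) and the other comparisons at 0. Thinned counts gave 31 in the sensitive middle and 0 elsewhere.

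Leaving out 1 cultivar at a time gave 0 to 814 genes in the sensitive sheath, 0 to 54 in the middle and 0 to 533 in the tip, and 0 throughout in the sensitive base and the tolerant group. The highest values were those without IR62266-42-6-2, and without M202 or CT9993-5-10-1M the sensitive middle had 0. Without a cultivar 2 libraries against 2 remain, so that a count of 0 comes in part from fewer samples. IR62266-42-6-2 is the only indica cultivar of the sensitive group, so that leaving it out also takes the subspecies difference out of the error. What part this had in the higher counts was not tested. In the sensitive middle 19 of 30 called genes were higher at HNT, and without IR62266-42-6-2 44 of 54.

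Of the settings chosen after the values had been seen, DESeq2 and edgeR's exact test together called 322, 97, 706 and 156 sensitive and 65, 10, 49 and 13 tolerant genes on the 12 libraries of a segment, 290, 114, 955 and 463 and 82, 15, 56 and 46 on the 24 of a group, and 281, 79, 985 and 475 and 72, 6, 57 and 31 on all 48. DESeq2 tested against a 2-fold change called 133, 26, 135 and 46 and 7, 1, 18 and 10 on the 6 libraries of a comparison, 35, 2, 78 and 21 and 6, 1, 10 and 3 on 12, 25, 6, 98 and 43 and 5, 1, 11 and 5 on 24, and 9, 3, 81 and 36 and 2, 2, 12 and 11 on 48. Both tools tested against a 2-fold change called 113, 19, 127 and 36 and 4, 1, 14 and 9 on 6 libraries, 32, 2, 76 and 17 and 4, 1, 9 and 3 on 12, 24, 4, 96 and 42 and 4, 1, 10 and 4 on 24, and 9, 1, 73 and 29 and 1, 1, 7 and 2 on 48.

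Over all 6 cultivars the counts of 382, 35, 120 and 11 became 910, 488, 1036 and 882 with the block, which kept 361, 35, 119 and 11 of the calls, and 1148, 366, 1081 and 525 with DESeq2, which kept 378, 35, 120 and 11. Without a low-count filter the base fell to 9 and the tip to 5, while the sheath (272) and middle (82) stayed within 1.5 times. The interaction of group and HNT had 0 genes in each segment, 1 in the middle with the block, and with DESeq2 7 in the sheath, 24 in the middle and 1 in the tip. The 6307 genes of sheath against blade stayed within 1.5 times under every alternative run, from 5642 to 9208.

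OsGolS1 and OsRf5 kept their direction in every alternative, with folds of 4.566 to 5.174 and 2.078 to 2.313 without 1 cultivar, where 5 pairs cannot reach an exact p under 0.05. OsGolS2 did not pass under any. PC1 of all libraries carried 31.856% with all genes and 63.079% on log2 CPM, against 44.8%, and PC2 26.505% and 10.73%, against 24.5%. With all genes PC1 separates the segments and PC2 the subspecies (87% of its spread), so that the shifts along PC2 of this PCA say nothing on the segment axis. The shift along its PC1 was not measured. On log2 CPM, where PC2 separates the segments, the shift was larger in the sensitive cultivars in each segment, and in the base it was positive in 5 of 6 cultivars (exact p = 0.0625) in place of 6 of 6, and 2 of 3 sensitive HNT sheaths in place of 3 lay above all other sheaths. In a PCA per segment the group difference in the base was -1.446, but PC2 of 12 libraries is another axis than PC2 of 48, so that this value does not test the shift either.

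Of 374 tests of gene lists 175 passed with the preset correlation, and 174 of them no longer passed with an estimated one, the expansins in the sensitive middle (0.0396) being the exception. That set includes expansins near the floor in the control, which the low-count filter keeps only if they are high at HNT. The block left 313 list results on their side of the threshold, brought 8 past it and took 31 back. For the 2790 results of named genes the block kept 2342 and brought 448 past the threshold, and DESeq2 kept 2343 and brought 447 past it, so that neither ended the call of a named gene. Of named genes, 1429 kept their sign with each cultivar left out and 429 did not.

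Depth limits genes near the floor: the controls of OsJAC1, OsExpB11 and OsEXPB4 in the middle rest on a few counts, so that their folds were not given. Other aligners, other rules for reads that fit several genes and other gene models were not run, since the reads are not part of the deposited table.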

Differences from the paper's values

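All values in the first 5 paragraphs were set before the data were examined unless said otherwise, and the thresholds beside the paper's counts are those of the quasi-likelihood test (adjusted p under 0.05), where the paper used genes called by both DESeq2 (FDR of 0.1) and edgeR (0.05) with the same minimum log2 fold change of 1.

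For the middle of the sensitive cultivars the paper reports 78 DEGs, 54 higher and 24 lower, and the count here was 30, 19 higher and 11 lower. Without IR62266-42-6-2 the count was 54 and that of higher genes 44, both within 1.5 times the paper's, while the number of lower genes came within it under no alternative set before the data were examined. Of the settings chosen after seeing the values, tests against a 2-fold change gave 24 (DESeq2) and 22 lower genes (both tools) on 12 libraries and 25 and 22 on 6, and dropped 5, 14, 25 and 31 of the 155 entries of the paper's lists. Every other alternative set before the data were examined stayed outside, cultivar as a block, DESeq2, both tools together and all 48 libraries in 1 fit above the paper's count, and the other omissions, thinning, DESeq2 size factors and no filter below it.

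In the sheath of the sensitive cultivars the paper's count is 32, 20 higher and 12 lower, against 0, 0 and 0 here. In their tip the paper's count is 23, 8 higher and 15 lower, against 0, 0 and 0. In their base it is 2, both lower, against 0 and 0. For the tolerant cultivars the paper's counts are 6 in the sheath (3 higher and 3 lower), 10 in the middle (9 higher and 1 lower) and 3 in the tip (2 higher and 1 lower), against 0 in each. No alternative set before the data were examined brings these within 1.5 times the paper's. In the base of the tolerant cultivars the paper's count is 1 higher gene against 0 here, and all 48 libraries in 1 fit gave 1 higher gene, while the other alternatives did not.

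Genes of 1 segment alone number 56 in the middle, 22 in the sheath and 7 in the tip of the sensitive cultivars in the paper, against 30, 0 and 0 here. In the tolerant cultivars the paper gives 7 in the middle, 6 in the sheath and 1 in the tip, against 0, 0 and 0. Over base, middle and tip together the paper has 85 sensitive and 10 tolerant DEGs, against 30 and 0. The overlap was recomputed with cultivar as a block and for genes called by both DESeq2 and edgeR's exact test, and neither brings a value within 1.5 times the paper's. Both tools tested against a 2-fold change on 12 libraries, chosen after seeing the values and dropping 14 of the 155 entries of the paper's lists, gave 55, 22 and 3 genes of middle, sheath and tip alone in the sensitive and 7, 4 and 2 in the tolerant cultivars, and 79 and 11 over the blade. The paper gives 27.33% of the variance for PC1 of all libraries, against 44.8% here. In the paper as here PC1 separates the subspecies. With all genes the second component did so and carried 26.5%, within 1.5 times the paper's value, while the first, with 31.9%, separated the segments, and on log2 CPM the first carried 63.1%, which was not within it. PC2 carried 24.5% here, and about 17% in Fig. 6, read by eye, which does not differ by this measure.

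The paper's lists of DEGs have 155 entries over the 8 comparisons, a gene counting anew in each segment and group, and of these 17 were called here and 138 were not. Cultivar as a block called 133 of them among 4206 calls summed over the 8 comparisons, DESeq2 153 among 4617, and both DESeq2 and edgeR's exact test 147 among 1831, so that among the settings set before the data were examined those that call most of the paper's entries also make many other calls. Fold changes are close all the same: 132 of the 135 sensitive entries could be measured, all 132 with the paper's sign and a median absolute difference in log2 fold change of 0.0108, and for the 20 tolerant entries the median was 0.00782.

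A total of 11 settings were added after the values and the paper's lists had been seen. A DESeq2 test against a 2-fold change on the 12 libraries of a segment, chosen after seeing the values, called 35, 2, 78 and 21 genes in sheath, base, middle and tip of the sensitive and 6, 1, 10 and 3 of the tolerant cultivars, 156 calls in all, and dropped 5 of the paper's 155 entries. Both tools tested against a 2-fold change on these libraries, also chosen after seeing the values, called 32, 2, 76 and 17 sensitive and 4, 1, 9 and 3 tolerant genes and dropped 14 of the paper's. The paper's methods do not describe such a test, and the match does not show what was run. DESeq2 and edgeR's exact test on the 12 libraries, chosen in the same way, made 1418 calls over the 8 comparisons and dropped 1 of the paper's. On 6 libraries the tests against a 2-fold change dropped 25 (DESeq2) and 31 (both tools), on 24 libraries 71 and 73 and on 48 libraries 65 and 69 of the paper's entries.

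The paper states that the base is nearly unaffected in the sensitive cultivars, and the quasi-likelihood test called 0 genes there, with 2157 at an unadjusted p under 0.05. In the fit with cultivar as a block the base, with 988 genes, had more than the sheath with 799 and the tip with 275, whereas DESeq2 put the base last with 616 and both tools together put it above the tip, 181 against 154. Likewise the paper states that no gene is common to all segments, and the quasi-likelihood test had 0 in both groups, the block 28 sensitive and 0 tolerant genes, both tools together 11 and 1, and both tools tested against a 2-fold change on 12 libraries (chosen after seeing the values, 14 of the paper's 155 entries dropped) 0 in both groups. It ranks the tip above the base, and the block gave the opposite order in the sensitive and the paper's order in the tolerant cultivars (291 against 23).

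The paper states that the sensitive cultivars vary more than the tolerant ones, and the summed variance within the sensitive cultivars was lower in all 4 segments and both conditions, for example 1109 against 1545 in the control middle. The paper names DESeq2's variance-stabilizing function for its PCA, which was used here too. Its text does not say how the variance of a group was measured, which need not be this sum. Along PC2 of a segment's own libraries the SD at HNT was higher in the sensitive than in the tolerant cultivars in the tip (12.5 against 2.54) and lower in sheath (4.87 against 9.9), base (7.39 against 11.7) and middle (2.16 against 7.88). A higher summed variance at HNT than in the control, where the paper states a higher variance for middle and tip, was found in the sensitive tip (1276 against 1221) and not in the sensitive middle (936 against 1109), the tolerant middle (1465 against 1545) or the tolerant tip (1476 against 1588). The SD along PC2 was higher at HNT in the sensitive tip (12.5 against 7.46). It was slightly higher in the tolerant tip (2.54 against 2.37) and tolerant middle (7.88 against 7.71), and lower in the sensitive middle (2.16 against 3.45). The paper also states that the sensitive HNT libraries part from all others on PC2 in every segment. In a PCA of a segment's own libraries all 3 did so in the middle, 2 of 3 in sheath and tip and none in the base. In the common PCA all 3 did so in every segment, and on log2 CPM 2 of 3 in the sheath and all 3 in the others.

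The paper's fold of asparagine synthetase in tolerant sheaths has the size of the log2 fold change here, 5.28, and so appears to be on the log2 scale. For the galactinol and raffinose synthases the paper's folds of 6.9, 1.8 and 3.1 stand against 4.88, 1.27 and 2.20, within 1.5 times each. The paper's fold is higher for every gene and by a like factor, and the cause of this offset was not tested.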

Other observations

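The comparisons over all 6 cultivars, the gene lists and the alternatives in this part were set before the data were examined, and no test was added to it afterwards.

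Beyond the iron genes, other genes were called over all 6 cultivars. CIPK15 (Os11g0113700), a protein kinase of abiotic stress, rose in the sheath from 6.27 ± 3.56 to 69.5 ± 43.4 CPM (SD, n = 6 cultivars, log2 fold change 3.47, standard error 0.59, adjusted p = 0.0118 from edgeR's quasi-likelihood test) and was higher in 6 of 6 cultivars. OsBgal8 (Os03g0255100), named as a galactosidase, rose in the sheath from 54.5 to 251 CPM, a log2 fold change of 2.20 (adjusted p = 0.0089, edgeR). In the middle OsASNase2 (Os04g0650700), named as an asparaginase, rose from 25.0 ± 9.58 to 207 ± 124 CPM (log2 fold change 3.05, standard error 0.42, adjusted p = 0.0152, edgeR), again in 6 of 6 cultivars. D53 (Os11g0104300), a repressor of strigolactone signaling, fell in the base from 179 to 84.8 CPM (log2 fold change -1.08, standard error 0.17, adjusted p = 0.0294, edgeR).

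Defense and lignin genes leaned upward in the middle over all 6 cultivars, with a median log2 fold change of 1.96 over 12 pathogenesis-related genes (camera, adjusted p = 6.6e-07, and 0.223 with an estimated correlation) and of 1.64 over 16 lignin genes (camera, adjusted p = 4.3e-09, and 0.193 with an estimated correlation). Of the pathogenesis-related genes 0 were called over all genes, 9 adjusted over the list alone and 8 with cultivar as a block, and of the lignin genes 3, 10 and 10. Chaperones had a median of 0.63 over 16 heat shock protein genes in the tip (camera, adjusted p = 0.00024, and 0.282 with an estimated correlation), with 0, 3 and 2 calls. Senescence genes had a median of 0.87 over 8 genes in the tip (camera, adjusted p = 0.000725, and 0.282 with an estimated correlation), with 0, 0 and 2 calls.

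In the middle of the sensitive cultivars abscisic acid and drought genes had a median of 0.92 over 14 genes (camera, adjusted p = 0.00103, and 0.243 with an estimated correlation), with 0 called over all genes, 2 higher and 1 lower adjusted over the list alone, and 4 higher and 1 lower with the block. Clock genes had a median of -0.54 over 10 genes (camera, adjusted p = 0.00103, and 0.22 with an estimated correlation) and no call in any of the 3 counts. Starch and sucrose genes did not pass camera, with a median of 0.06 over 11 genes (adjusted p = 0.483) and 1 call, 2 adjusted over the list alone and 2 with the block. Calvin cycle genes (median -0.19 over 11 genes, adjusted p = 0.125), polyamine genes (median -0.28 over 2 genes, 0.144) and dividing cell genes (median -0.11 over 5 genes, 0.939) did not pass camera either and had no call. The same sensitive segment had 4 iron storage genes with a median of 0.90 (camera, adjusted p = 0.0356, and 0.304 with an estimated correlation), with 0, 1 and 1 calls.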
